# *Teosinte Pollen Drive* guides maize diversification and domestication by RNAi

**DOI:** 10.1038/s41586-024-07788-0

**Published:** 2024-08-07

**Authors:** Benjamin Berube, Evan Ernst, Jonathan Cahn, Benjamin Roche, Cristiane de Santis Alves, Jason Lynn, Armin Scheben, Daniel Grimanelli, Adam Siepel, Jeffrey Ross-Ibarra, Jerry Kermicle, Robert A. Martienssen

**Keywords:** Genetic hybridization, Plant domestication, RNAi, Evolutionary genetics, Plant genetics

## Abstract

Selfish genetic elements contribute to hybrid incompatibility and bias or ‘drive’ their own transmission^1,2^. Chromosomal drive typically functions in asymmetric female meiosis, whereas gene drive is normally post-meiotic and typically found in males. Here, using single-molecule and single-pollen genome sequencing, we describe *Teosinte Pollen Drive*, an instance of gene drive in hybrids between maize (*Zea mays* ssp. *mays*) and teosinte *mexicana* (*Z. mays* ssp. *mexicana*) that depends on RNA interference (RNAi). 22-nucleotide small RNAs from a non-coding RNA hairpin in *mexicana* depend on *Dicer-like 2* (*Dcl2*) and target *Teosinte Drive Responder 1* (*Tdr1*), which encodes a lipase required for pollen viability. *Dcl2*, *Tdr1* and the hairpin are in tight pseudolinkage on chromosome 5, but only when transmitted through the male. Introgression of *mexicana* into early cultivated maize is thought to have been critical to its geographical dispersal throughout the Americas^3^, and a tightly linked inversion in *mexicana* spans a major domestication sweep in modern maize^4^. A survey of maize traditional varieties and sympatric populations of teosinte *mexicana* reveals correlated patterns of admixture among unlinked genes required for RNAi on at least four chromosomes that are also subject to gene drive in pollen from synthetic hybrids. *Teosinte Pollen Drive* probably had a major role in maize domestication and diversification, and offers an explanation for the widespread abundance of ‘self’ small RNAs in the germ lines of plants and animals.

## Abstract (web summary)

An example of hybrid incompatibility between maize and teosinte reveals a selfish toxin–antidote system mediated by small RNAs that may have contributed to the origin of maize.

## Main

The introduction of novel genetic variation through hybridization is an important evolutionary catalyst^5^, as adaptive introgression in hybrid individuals can increase fitness under new environmental conditions and lead to geographical expansion and diversification^6^. Modern maize, for example, was first domesticated from a close relative of *Z. mays* ssp. *parviglumis* (teosinte *parviglumis*) in the lowlands of southwest Mexico approximately 9000 bp, but admixture from a second teosinte, *Z. mays* ssp. *mexicana*, 4,000 years later, appears to have catalysed rapid expansion across the Americas^3^. The combination of divergent genomes, however, can also result in hybrid sterility, inviability and necrosis^7–9^. The Bateson–Dobzhansky–Muller (BDM) model accounts for such scenarios, via the interaction of deleterious mutations in distinct populations and at least some of these incompatibilities stem from intragenomic conflict triggered by selfish genetic elements^2,10^.

Meiotic drive depends on selfish elements that actively manipulate reproductive development to facilitate their own preferential transmission^11^. Chromosomal drive refers to the manipulation of chromosome segregation during asymmetric female meiosis, as centromeres, heterochromatic knobs and telomeres exert mechanical advantages that favour their inclusion in the egg cell^1,12–14^. Examples include *Abnormal 10* (*Ab10*) in both maize and teosinte populations^15,16^. Conversely, gene drive occurs preferentially in males and is achieved via disruption of post-meiotic reproductive development resulting in segregation distortion^17,18^. These systems tend to occur in sperm or haploid spores and involve toxin–antidote (or distorter–responder) pairs in close genetic linkage. Gametes that do not inherit the drive locus are selectively killed, resulting in overrepresentation of the driver^11^. The mouse *t*-complex^19,20^, *Drosophila Segregation Distorter* (*SD*) complex^21,22^ and *Schizosaccharomyces pombe/kombucha wtf* spore killers^23,24^ are all autosomal drivers that selectively kill competing wild-type gametes in heterozygotes.

Because selfish genetic elements often impose fitness and fertility penalties, tremendous selective pressure is placed on regions of the genome that can evolve suppressors^25^. As a consequence, drive systems undergo recurrent cycles of suppression and counter-suppression; although drive is predicted to be widespread, most systems exist in a cryptic state, either through suppression or fixation^11,26^. It is through hybridization with naive individuals that suppression is lost and drive is once again apparent^27^, reinforcing species barriers and influencing patterns of introgression in hybrid individuals via genetic linkage^28,29^.

Here we characterize a male-specific segregation distortion system in introgression lines between maize (*Z. mays* ssp. *Mays*) and teosinte *mexicana* (*Z. mays* ssp. *mexicana*), hereafter referred to as *Teosinte Pollen Drive* (*TPD*). We implicate small interfering RNAs (siRNAs) from a *mexicana-*specific long non-coding hairpin RNA in close genetic linkage with the centromere of chromosome 5 as the primary factor mediating pollen killing. Co-segregation of a genetically linked hypomorphic (partially functional) *Dcl2* allele suppresses this effect via the reduction of secondary 22-nucleotide (nt) siRNAs and is reinforced by a second unlinked antidote (*Tpd2*) on chromosome 6. Survey sequencing of modern and traditional varieties of maize from Mexico and sympatric populations of teosinte implicate *TPD* in patterns of *mexicana* introgression, and in maize dispersal and domestication.

## *TPD* in maize hybrids

Hybridization between maize and teosinte is subject to unilateral cross-incompatibility^30,31^, but pollination of maize by *mexicana* pollen is frequent^32^. Consistently, genome-wide assessments of introgression in sympatric collections have provided evidence for asymmetric gene flow from *mexicana* to maize^32,33^. To further explore the reproductive consequences of hybridization, multiple sympatric collections of *mexicana* were crossed to the Midwestern US dent inbred W22, resulting in variable rates of pollen abortion that typically decreased in subsequent generations. However, a subset of late backcross (BC) lines (hereafter *TPD*) displayed an unusually consistent rate of pollen abortion (75.5 ± 2.48%) relative to W22 (6.02 ± 2.95%; *P* < 0.0001, Welch’s *t*-test) despite normal vegetative and reproductive development (Fig. 1a–c and Extended Data Fig. 1a). The pollen abortion phenotype was absent after three rounds of selfing in *TPD* BC_8_S_3_ plants (6.40 ± 2.26%; *P* < 0.0001, Welch’s *t*-test), suggesting that heterozygosity was required (Fig. 1d). In reciprocal crosses, pollination of *TPD* ears with W22 pollen resulted in the independent assortment of fertile, semi-sterile and fully male sterile progeny in a 2:1:1 ratio (Fig. 1e and Supplementary Table 1). These results indicated the presence of two unlinked loci responsible for pollen survival that were transmitted to all individuals in the next generation, but only through pollen. Because this phenotype was observed only in heterozygotes, we reasoned that it stemmed from an incompatibility between the W22 genome and regions of *mexicana* introgression after meiosis, reminiscent of genic drivers that distort patterns of inheritance via selective gamete killing^20,24^. Consistently, meiotic progression in *TPD* plants was normal until the tetrad stage, following the separation of each haploid complement (Fig. 1f). This phenotype, although strictly post-meiotic, appeared to progress gradually, ultimately resulting in arrested pollen grains with a heterogenous overall diameter and varying degrees of starch accumulation (Fig. 1c,g).

**Fig. 1:**
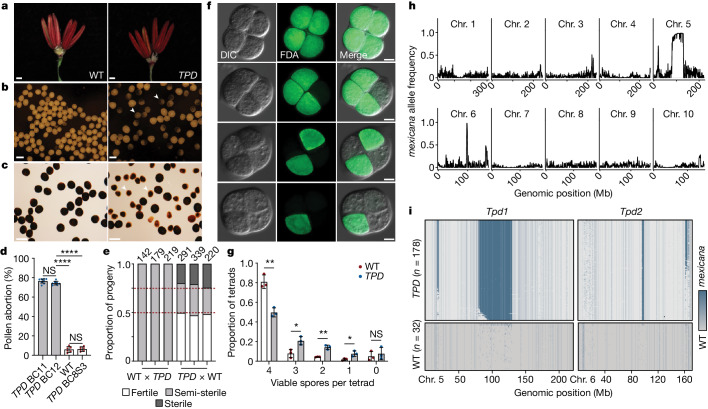
Single-pollen sequencing reveals selfish inheritance in *TPD*. **a**, Anther florets (5 mm) from wild-type (WT; left) and *TPD* (right) plants. Scale bars, 1 mm. **b**, Mature pollen grains from WT (left) and *TPD* (right) plants. Arrowheads denote developmentally arrested pollen grains. Scale bars, 0.1 mm. **c**, Viable pollen grains are plump and darkly stained with iodine potassium iodide (I_2_KI), whereas arrested pollen grains (arrowheads) exhibit reduced diameter and incomplete staining. Scale bars, 0.1 mm. **d**, Quantification of pollen abortion rates in *TPD* backcross (BC_11,12_), WT and *TPD* self-fertilized (BC_8_S_3_) lines. Data are mean ± s.d. (*n* = 6–8). ****P < 0.0001 and not significant (NS; two-tailed Student’s *t*-test). **e**, Phenotypic segregation ratios in replicate reciprocal crosses. The numbers above the bar represent the sample size for each progeny population. The red dashed lines denote a perfect 2:1:1 phenotypic segregation ratio. **f**, Fluorescein diacetate (FDA) viability staining of tetrads from *TPD* plants. Pollen viability is progressively restricted to a single spore following meiosis. Panels show differential interference contrast (DIC), FDA and merged images. Scale bars, 50 µm. **g**, Viability scoring of *TPD* and WT tetrads shown in panel **f**. *TPD* spores exhibit significantly reduced viability at the tetrad stage. *n* = 3 biological replicates, 952 total tetrads assayed. Data are mean ± s.d. *P < 0.05 and **P < 0.01 (Welch’s *t*-test). **h**, Single-pollen grain genome sequencing. Imputed allele frequencies at *mexicana* markers in a population of 178 mature pollen grains collected from *TPD* plants. Chr. chromosome. **i**, Imputed *mexicana* marker density on chromosomes 5 and 6 for individual pollen grain genome sequences. Multiple *mexicana* haplotypes (blue) are selfishly inherited in viable *TPD* pollen grains (*n* = 178) but not in WT pollen grains (*n* = 32). Values shown are plotted using a 500-kb sliding window (**h**,**i**).

Genetic mapping revealed that *brittle endosperm 1* (*bt1*) on chromosome 5 and *yellow endosperm 1* (*y1*) on chromosome 6 were linked with the pollen abortion phenotype (Extended Data Fig. 1b,c). Backcrosses to *y1*;*bt1* yielded 100% *Bt1* kernels instead of 50%, but only when *TPD* was used as a pollen parent (Extended Data Fig. 1b). The frequency of white kernels (*y1*) was in agreement with recombination estimates (21–22%). This bias was strongly indicative of gene drive resembling similar incompatibility systems in rice^34^, although we could not formally exclude other forms of incompatibility that also result in segregation distortion. 

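Whole genomes were sequenced from 2 homozygous *Tpd1;Tpd2* lines, made by crossing teosinte *mexicana* to the maize inbred W22 and backcrossing to W22 for 8 generations in one line and 5 in the other, with 1 library per line. The paper counts 3 generations of selfing for the first line and 2 for the second, as do the sample titles, whereas a protocol text in the labels gives 3 for the second. According to the methods, PCR-free libraries were read as pairs of 150 bp, trimmed with Cutadapt, aligned to the W22 genome with BWA-MEM and filtered at a mapping quality of at least 30, and PCR duplicates were removed. SNPs were called with Freebayes and filtered by quality, depth and an allele frequency of 1, so that a retained SNP was fixed for the non-W22 base. The authors deposited the result as a number of SNPs per 1-Mb window, without SNP positions, alleles or read depth. The methods add that the markers were then checked against the *TPD* assembly, which was made from the line of 8 backcrosses. Whether the deposited counts follow that check is not stated. The labels name this table for both lines and nothing in it tells the lines apart, so each count below is the authors' value, with no replicate and no spread between lines. The table covered 2127 windows of the 10 chromosomes, 2121413640 bp in all, and 184 windows of 181 unplaced scaffolds. It held 279947 SNPs, all of them on the chromosomes, and the scaffolds held 0. In 2013 of the 2127 chromosomal windows the count was at most 49, with a median of 1, and 511 windows held no SNP. The other 114 windows held between 114 and 6037 SNPs each, and no window fell between 49 and 114. The choices that affect the numbers from here on are the count at which a window was called introgressed, the gap across which called windows were joined and the number of called windows that an interval needed.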

To exclude such possibilities, we sequenced the genomes of two homozygous *TPD* lines (BC_8_S_3_ and BC_5_S_2_) to define 408,031 high-confidence single-nucleotide polymorphisms (SNPs) corresponding to regions of *mexicana* introgression. Next, we sequenced the genomes of individual surviving pollen grains from *TPD* plants, rationalizing that if segregation distortion was occurring in pollen, the causative regions would be overrepresented. We found that several intervals occurred at much higher frequencies than expected after eight backcrosses (Fig. 1h). Of note, introgression intervals on chromosomes 5 and 6 were consistently observed in all surviving pollen (Fig. 1i), strongly indicative of post-meiotic gene drive. We designated these loci as *Tpd1* and *Tpd2*, respectively.

## A *Dicer-Like 2* toxin–antidote complex

To determine the relative contributions of *Tpd1* and *Tpd2* to pollen abortion and survival, we separated the components by maternal transmission into fertile, semi-sterile (‘drive’) and fully sterile classes (Fig. 2a). Each progeny class had distinct rates of pollen abortion (Fig. 2b) and showed significant differences in flowering time (Fig. 2c). Fertile segregants were phenotypically wild type and showed no transmission defects, whereas drive plants recapitulated the canonical *TPD* pollen abortion phenotype. By contrast, male reproductive development in sterile plants was developmentally retarded, displaying severely delayed anthesis and reduced overall shed (Fig. 2a,c). Consequently, crosses performed with this pollen showed minimal seed set and often failed entirely. We collected pools of plants from the fertile and sterile phenotypic classes (Fig. 2d) for bulk segregant analysis, and found that *Tpd1* was differentially enriched in sterile plants, whereas *Tpd2* was enriched in fertile plants (Fig. 2e). This indicated that *Tpd1* alone was sufficient to ‘poison’ the male germ line and that this most likely occurred pre-meiotically, as only a single copy of *Tpd1* was required. Genetic mapping placed *Tpd1* in a large interval surrounding the centromere of chromosome 5, whereas *Tpd2* was placed in a 1.5-Mb interval on chromosome 6L (Extended Data Fig. 1c,d).

**Fig. 2:**
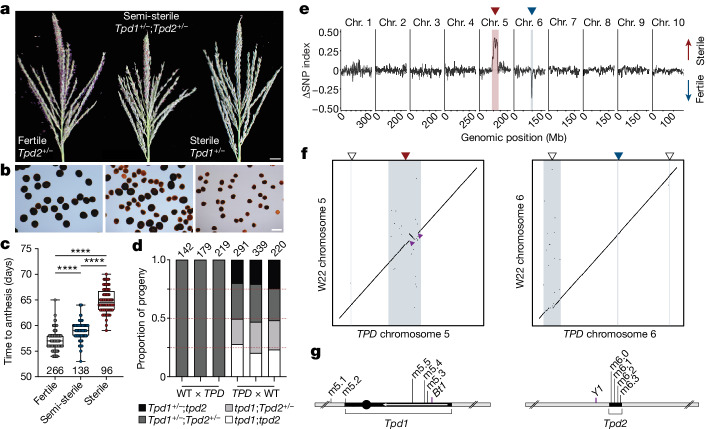
A toxin–antidote system introduced from *mexicana* on chromosomes 5 and 6. **a**, Representative tassels from fertile, semi-sterile and sterile plants in a maternally segregating population. Scale bar, 1 cm. **b**, I_2_KI viability staining of pollen from the same genotypes as in panel **a**. Scale bar, 0.1 mm. **c**, Measurement of days to anthesis in fertile, semi-sterile and sterile phenotypic classes. *n* is given at the bottom of the plots. ****P < 0.0001 (two-tailed Mann–Whitney test). **d**, Genotypic segregation ratios in reciprocal crosses. The numbers at the top of the bars represent the sample size for each progeny population. The red dashed lines denote a perfect 1:1:1:1 genotypic segregation ratio. Normal segregation is only observed in maternal progeny. **e**, Bulk segr**e**gant analysis of fertile and sterile progeny pools indicates that *Tpd1* (red arrowhead) is necessary and sufficient for dominant male sterility (toxin), whereas *Tpd2* (blue arrowhead) is associated with fertility (antidote). FDR ≤ 0.01 (Benjamini–Hochberg method). **f**, Dot plots of chromosomes 5 and 6 showing multiple alignment between the *TPD* and W22 reference genomes. The blue lines and shaded regions correspond to five fully scaffolded intervals of *mexicana* introgression (indicated by arrowheads). As in panel **e**, the red and blue arrowheads mark the *Tpd1* and *Tpd2* intervals, respectively. The small purple arrowheads indicate breakpoints of an approximately 13-Mb paracentric inversion present within the *Tpd1* haplotype on chromosome 5L. **g**, Schematics summarizing the *Tpd1* and *Tpd2* intervals, as well as associated markers. The 13-Mb inversion is indicated as a reverse arrow.

The unusual transmission of *TPD* led us to liken it to previously described selfish genetic elements that operate via post-meiotic gamete killing^20,22,24^. These systems generally encode a toxin (or distorter) that acts in *trans* to disrupt proper reproductive development. Only gametes containing a cell-autonomous antidote (or resistant responder allele) can suppress these effects in a gametophytic manner. Although the toxin was clearly encoded by *Tpd1*, the *TPD* system was unusual in that it featured a genetically unlinked antidote, namely, *Tpd2*. However, the absence of *tpd1;Tpd2* recombinants in the progeny of W22 × *TPD* crosses argued that *Tpd2* alone was insufficient for suppression of pollen abortion (Fig. 2d and Supplementary Table 2). We reasoned that this might reflect the additional requirement for another antidote, linked to *Tpd1*, that could explain the observed rate of pollen abortion (approximately 75%). Linked modifiers in drive systems are common and generally ascribed to the co-evolutionary struggle between distorters and rapidly accumulating suppressors^11,22^.

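Introgression intervals were derived from the deposited SNP counts by a rule of this re-analysis, as the paper's text does not define an interval. Windows with at least 1000 SNPs per Mb (100 per 100 kb) were called, called windows separated by at most 2 Mb were joined, and a run needed 2 called windows. This gave 10 intervals on 5 chromosomes of W22, which held 94.6% of the SNPs. Of these, 6 lay on chromosomes 5 and 6. One interval lay on chromosome 2 (234000001 to 236000000), with 1154 and 1073 SNPs in its 2 windows. Chromosome 3 had 2 intervals, from 15000001 to 19000000 with a mean of 1782 SNPs per Mb and from 218000001 to 221000000 with 2099 SNPs per Mb. A further window of chromosome 3, from 225000001 to 226000000, held 2135 SNPs but stood alone at this threshold, and the 4 windows between it and the preceding interval held 4, 1, 0 and 1 SNPs. Near the start of chromosome 6, the interval from 5000001 to 25000000 was the widest outside chromosome 5 and held 32680 SNPs. An interval near the other end of chromosome 6, from 160000001 to 166000000, held 10692 SNPs and included 1 window, from 164000001 to 165000000, with only 2. The interval on chromosome 10 ran from 133000001 to 145000000 and held 32798 SNPs. The number of intervals was 10 at 50 and at 25 SNPs per 100 kb as well, but the set differed. At both, the 2 long intervals of chromosome 5 became 1, which left 5 on chromosomes 5 and 6. A chromosome 3 interval from 225000001 to 227000000 was gained. The number moved most, to 6, when 5 called windows were required. Because the table does not separate the lines, intervals shared between backcross generations were not counted here.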

SNP genotyping of the two homozygous lines identified 13 *mexicana* introgression intervals, 7 of which were shared between backcross generations (Extended Data Fig. 2a). 

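Chromosomes 5 and 6 held 223926 of the 279947 SNPs, or 80.0% (95% Wilson interval 79.8 to 80.1, counting error only, as linked SNPs are not independent), on 18.6% of the chromosomal length. On chromosome 5, SNP counts rose from 1 in the window that ends at 80000000 to 2789 in the next, and fell from 3765 in the window that ends at 131000000 to 0 in the next. Each of the 51 windows between these edges held at least 862 SNPs, 3062 ± 1333 per window (SD over windows, which are not replicates), and together they held 55.8% of all SNPs. At 100 SNPs per 100 kb the stretch was read as 2 intervals, because the 5 windows from 105000001 to 110000000 held between 862 and 981 SNPs each. The mean was 3329 SNPs per Mb in the first of these intervals and 3250 in the second, and at 50 SNPs per 100 kb they formed a single interval of 51 Mb. The 10 windows with the most SNPs in the genome, between 4378 and 6037 each, all lay in this stretch. On chromosome 6, the interval from 94000001 to 99000000 had the highest density of that chromosome, 3039 ± 951 SNPs per window (SD over 5 windows), with a maximum of 4233 in the window that starts at 97000001. The maximum of 4233 was exceeded by 12 windows, all of the same chromosome 5 stretch. The chromosome 6 interval holds the position of the supplement's label for *Tpd2*, if that label is read in Mb. Its extent is read from SNP counts and is not that of the interval placed by genetic mapping (Extended Data Fig. 1c,d). The paper's text gives no W22 coordinates for the mapped interval, so whether it lies inside was not tested. The chromosome 10 interval had 2733 ± 886 SNPs per window (SD over 12 windows) and a maximum of 3989, so its range overlapped that of the chromosome 6 interval. With 1 count per window and no replicate, no test was made between intervals. The paper named *Tpd1* and *Tpd2* from introgressions on chromosomes 5 and 6 that all surviving pollen grains carried (Fig. 1i). It also used linkage to markers, bulk segregant analysis and genetic mapping to locate them (Fig. 2e and Extended Data Fig. 1b,c,d).

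**Figure D1:**
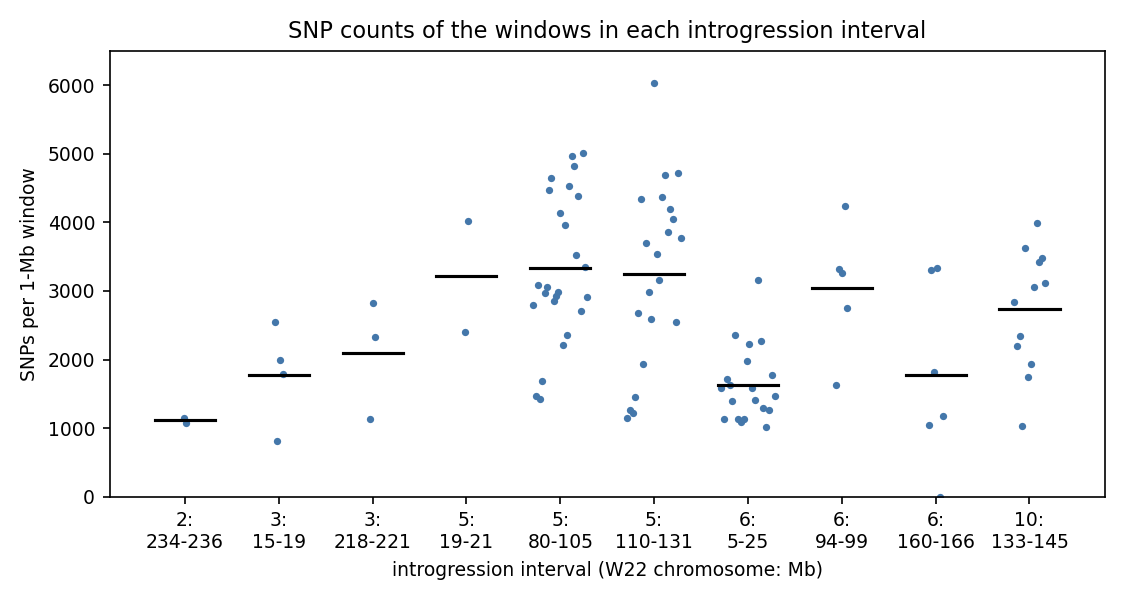
SNP counts (vertical axis, SNPs per 1-Mb window) of the windows in each of the 10 introgression intervals (horizontal axis, W22 chromosome and position in Mb). Each point is 1 window, in order of position, and each bar is the mean over the windows of that interval. The highest point, 6037 SNPs, lies in the second of the long chromosome 5 intervals, and the points of the chromosome 6 interval with a mean of 3039 overlap those of chromosome 10.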

As predicted from the single-pollen sequencing data, the highest regions of SNP density were present on chromosome 5 (*Tpd1*) and chromosome 6 (*Tpd2*), coinciding with *Bt1* and close to *Y1*, respectively (Extended Data Fig. 2a). However, other regions strongly overrepresented in homozygous progeny were only partially overrepresented in *TPD* pollen, including additional peaks on chromosomes 5S, 6S and 6L (Extended Data Fig. 2b). This probably reflected the presence of recombinant pollen grains that competed poorly during pollination.

To determine gene content in these and other introgression intervals, we performed de novo genome assembly from homozygous *Tpd1;Tpd2* BC_8_S_3_ seedlings (see Methods; Supplementary Table 3) with fully scaffolded *mexicana* introgression intervals on chromosomes 5 and 6 (Fig. 2f,g). 

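Short of the *Tpd1* region, chromosome 5 had 1 further stretch of raised SNP counts, in 4 consecutive windows of W22 from 18000001 to 22000000. Their counts were 443, 2406, 4021 and 509 SNPs, against 5 in the window before them and 2 in the window after. By the rule of 100 SNPs per 100 kb, the interval comprised the middle pair of windows, from 19000001 to 21000000, with a length of 2 Mb and a mean of 3214 SNPs per Mb. Its length was 3 Mb at 50 SNPs per 100 kb and 4 Mb at 25 SNPs per 100 kb, since the outer windows were then called too. The 1-Mb windows do not show where within the outer windows the SNPs begin and end. The stretch was separated from the *Tpd1* region by 58 Mb.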

We noted the presence of a 1.9-Mb *mexicana* introgression interval on chromosome 5S linked to the *Tpd1* haplotype and strongly overrepresented in both our bulk sequencing and single-pollen grain data (Figs. 1h,i and 2f). Within this interval, we identified ten genes with expression in pollen, one of which, *Dcl2*, had excess nonsynonymous substitutions within conserved domains (Fig. 3a), suggesting the possibility of adaptive evolutionary change^35^. Absolute genetic linkage (*n* = 214) between this locus (hereafter *dcl2*^*T*^) and *Tpd1* was conditioned on passage through the male germ line from heterozygous *TPD* plants, whereas recombination between *dcl2*^*T*^ and *Tpd1* occurred at the expected frequency (approximately 12%) when crossed as female (Fig. 3b). This was very strong evidence for a linked antidote and probably explained the maintenance of this interval across 13 backcross generations.

**Fig. 3:**
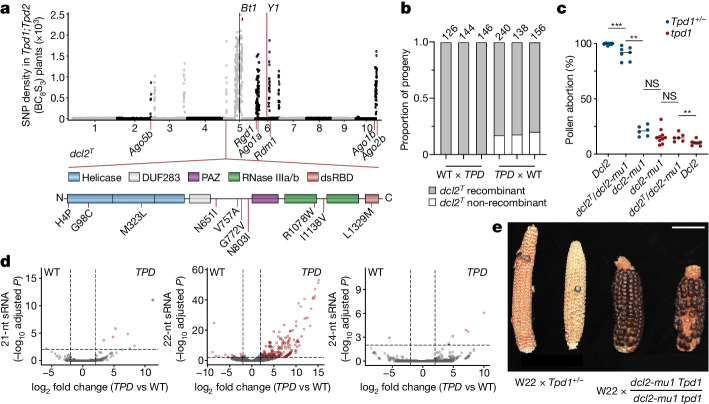
*Dcl2* from teosinte is a linked antidote for toxic 22-nt siRNA. **a**, Genome-wide *mexicana* SNP density in bulk-sequenced *Tpd1;Tpd2* (BC_8_S_3_) plants. A subset of *mexicana* introgression intervals (in addition to *Tpd1* and *Tpd2*) are selectively maintained and include RNAi factors. A *mexicana*-derived allele of *Dcl2* (*dcl2*^*T*^) with a high rate of nonsynonymous substitution is maintained in linkage to *Tpd1*. dsRBD, double-stranded RNA-binding domain. **b**, Rates of recombination between *dcl2*^*T*^ and *Tpd1* in replicate reciprocal crosses. *dcl2*^*T*^ exhibits tight pseudolinkage with *Tpd1* when propagated as male (0 cM), but not as female (18.7 ± 1.6 cM). The numbers above the bars represent the sample size for each progeny population. **c**, Measurements of pollen viability in *Tpd1/tpd1* and *tpd1* plants containing combinations of *Dcl2*, *dcl2*^*T*^ and *dcl2-mu1*. Addition of the *dcl2-mu1* hypomorphic allele is sufficient for suppression of *Tpd1*-mediated pollen abortion. Data points correspond to measurements from individual plants (*n* = 6–10). **P < 0.01 and ***P < 0.001 (two-tailed Mann–Whitney test). **d**, Volcano plots of 21-nt (*n* = 9), 22-nt (*n* = 212) and 24-nt (*n* = 6) small RNA (sRNA) clusters that are differentially expressed in WT and *TPD* pollen. The accumulation of ectopic 22-nt siRNAs occurs specifically in *TPD* pollen. log_2_ fold change ≥ 2, FDR ≤ 0.01. **e**, Representative ears from replicate crosses containing WT *Dcl2* (W22 × *Tpd1/tpd1*) or *dcl2-mu1* (W22 × *dcl2-mu1* *Tpd1/dcl2-mu1* tpd1) in linkage to *Tpd1*. Pollen parents homozygous for *dcl2-mu1* restore the seed set. Scale bar, 4 cm.

*Dcl2* encodes a Dicer-like protein responsible for the production of 22-nt siRNAs from hairpins, as well as secondary small RNAs from double-stranded RNA templates produced by the coordinated action of RNA-DEPENDENT RNA POLYMERASE 6 (RDR6) and SUPPRESSOR OF GENE SILENCING 3 (SGS3)^36^. In *Arabidopsis thaliana*, DCL2 function is superseded by DCL4 and endogenous levels of 22-nt siRNAs are low^37^. However, DCL2 can fulfill roles in silencing and antiviral immunity when DCL4 function is lost^37,38^, sometimes resulting in ‘toxic’ pleiotropic defects associated with gene targets of 22-nt siRNAs^37,39,40^. These observations stem from the unique biological properties of 22-nt siRNAs, which are responsible for propagation of systemic silencing signals that move between cells^41^ and transitive amplification of silencing in both *cis* and *trans*^42^. In *dcl2*^*T*^, nonsynonymous changes were clustered within the DExD/H RNA helicase domain of Dicer (Fig. 3a), which has been shown to alter substrate preference and processing efficiency of double-stranded RNA, but not hairpin RNA, in both plants and invertebrates^43–45^.

To explore the role of 22-nt siRNAs in the *TPD* phenotype, we tested mutants in 22-nt siRNA biogenesis for their ability to act as antidotes. We isolated maternal *dcl2*^*T*^ recombinants and compared them with the *dcl2-mu1* allele in the W22 inbred background, which has a *Mu* transposon insertion in the 5′ untranslated region, 200 bp upstream of the start codon. In *dcl2*^*T*^/*dcl2-mu1* *Tpd1*, pollen abortion was partially suppressed, whereas pollen from *dcl2-mu1/dcl2-mu1* *Tpd1* plants were almost fully viable (Fig. 3c). This meant that stacking over the *dcl2*^*T*^ allele had a synergistic effect, strongly supporting its role as a partial antidote, and indicating that the sporophytic production of 22-nt siRNAs in diploid meiotic cells was responsible for the *TPD* phenotype. To test the idea that 22-nt siRNAs might be responsible for *TPD*, we sequenced pollen small RNAs from *TPD* and wild-type siblings and found that although small RNA composition was similar overall, the *Tpd1* haplotype triggered a strong, 22-nt-specific response (Fig. 3d). Consistent with these 22-nt small RNAs being responsible for the *TPD* phenotype, we observed almost complete rescue of sterility in *dcl2-mu1/dcl2-mu1* *Tpd1/* + pollen parents (Fig. 3e). Several other introgression intervals observed in one or the other backcross individual also included genes encoding components of the small RNA biogenesis pathway, including *ago1a*, *ago1b* and *rgd1*, the homologue of SGS3 (Fig. 3a and Extended Data Fig. 2a). These intervals were also observed in single-pollen grain sequencing along with *dcl2*^*T*^ (Extended Data Fig. 2b). To determine whether these genes were also capable of acting as an antidote, we crossed mutants in *rgd1* to *TPD* plants. Segregation of *rgd1* in the germ line of heterozygotes resulted in close to 50% viable pollen (Extended Data Fig. 2c), suggesting that it functions as a cell-autonomous gametophytic suppressor in a manner similar to *Tpd2*. We concluded that mutants in primary 22-nt small RNA synthesis (*dcl2-mu1*) blocked production of the toxin, whereas mutants in secondary 22-nt small RNA synthesis (*dcl2*^*T*^ and *rgd1*), and potentially in small RNA function (*ago1a* and *ago1b*), acted as antidotes.

## 22-nt small RNAs target a pollen lipase

To identify the origin and the targets of DCL2-dependent small RNAs, we performed small RNA sequencing from wild-type, *dcl2*^*T*^ and *dcl2-mu1* plants. Analysis revealed that 22-nt siRNAs were the dominant species in wild-type pollen (Extended Data Fig. 3a,b) and defined 804 high-confidence 22-nt siRNA pollen-specific clusters (log_2_ fold change ≥ 2, false discovery rate (FDR) ≤ 0.01; Supplementary Table 4). As expected, these clusters depended on *Dcl2* (*P* < 0.0001, determined by analysis of variance (ANOVA)) and there were even fewer 22-nt siRNAs in *dcl2-mu1* than in *dcl2*^*T*^ (Extended Data Fig. 3c). Over half (54.6%) of all pollen-specific 22-nt species were derived from endogenous hairpin precursors (hpRNAs; Extended Data Fig. 3d,e,g). Hairpin short interfering RNAs (hp-siRNAs) were disproportionately 22 nt long, derived from a single strand (Extended Data Fig. 4a,b) with high thermodynamic stability (Extended Data Fig. 4c,d). On the basis of these criteria (and a minimum expression cut-off), we identified 28 hp-siRNA-producing loci in the genome, with at least one hairpin on every chromosome except chromosome 4 (average 2.1 ± 1.3 per chromosome). hp-siRNAs can serve as a powerful means to silence transposons^46^, and 22-nt siRNAs targeting *Gypsy* and *Copia* LTR retrotransposons were abundant in pollen, as were those targeting *Mutator* and *CACTA* elements (Extended Data Fig. 3d). We also found evidence for pollen-specific silencing of at least 30 protein-coding genes (Extended Data Fig. 3d,f,g). Germline specificity is a common feature in *SD* systems, as such factors can avoid the evolutionary conflicts imposed by pleiotropic fitness defects in the diploid stage of the life cycle^47^.

In *TPD* pollen, we observed the accumulation of 158 ectopic 22-nt siRNA clusters across the genome (log_2_ fold change ≥ 2, FDR ≤ 0.01; Supplementary Table 5), and a general upregulation of genes associated with 22-nt siRNA biogenesis and function (Extended Data Fig. 5a). Nearly 60% of all ectopic 22-nt siRNAs in *TPD* pollen targeted transposable elements of the *P Instability Factor* (PIF)/Harbinger superfamily (Extended Data Fig. 5b), whose expression was *TPD* specific (Extended Data Fig. 5c–e). This superfamily is also activated following intraspecific hybridization and anther culture in rice^48^. However, a subset of protein-coding genes was also targeted in *TPD* pollen specifically (Extended Data Fig. 5b). Given that a reduction in 22-nt siRNAs suppressed the *TPD* phenotype, we hypothesized that inappropriate silencing of these genes might disrupt male reproductive development. In total, we identified four genes that gained ectopic 22-nt siRNAs in *TPD* pollen, approximately 62% of which came from a single gene (Zm00004b012122) that is also located on chromosome 5S (Extended Data Fig. 6a). Relative to other targets, this gene exhibited highly specific expression in pollen (Extended Data Fig. 6b,c). Zm00004b012122 encodes a GDSL triacylglycerol lipase/esterase, defined by a core catalytic sequence motif (GDSxxDxG), with roles in lipid metabolism, host immunity and reproductive development^49^. In maize, both *male sterile 30* (*ms30*) and *irregular pollen exine 1* (*ipe1*) mutants disrupt genes encoding a GDSL lipase and are completely male sterile^50,51^. Similar functions have been reported in rice^52^ and *Arabidopsis*^53^.

DCL2-dependent 22-nt siRNAs engage primarily in translational repression of their targets^54^, and consistently all four target genes had similar or higher levels of mRNA in *TPD* pollen (Extended Data Fig. 6c). We raised antiserum to the GDSL lipase for immunoblotting, choosing a surface-exposed peptide located between putative pro-peptide-processing sites reflecting endoplasmic reticulum localization^51^. The GDSL lipase protein accumulated strongly in both 5-mm anthers and mature pollen from wild-type plants, but was absent from leaf and from *TPD* anthers and pollen, supporting the conclusion that 22-nt siRNAs mediate translational repression (Extended Data Fig. 6d). Furthermore, whole-protein extracts from *TPD* anthers had reduced esterase activity, which was ameliorated in pollen containing *Tpd2* but not in pollen with *Tpd1* alone (Extended Data Fig. 6e). Gene ontology analysis of genes upregulated in wild-type and *TPD* pollen strongly supported translational suppression of the GDSL lipase as the primary cause of developmental arrest and abortion of pollen in *TPD* plants (Extended Data Fig. 6f,g). Finally, mRNA expression began post-meiotically at the 3-mm (tetrad) stage, peaking in 5-mm anthers and mature pollen (Extended Data Fig. 7a). This expression pattern was conspicuously similar to the developmental window in which *TPD* pollen abortion begins (Fig. 1f), suggesting that this gene might act as a ‘responder’ to *Tpd1-*driven distortion. On the basis of all these observations, we defined Zm00004b012122 as the primary candidate for targeting by *Tpd1* toxin activity, renaming it *Teosinte drive responder 1 (Tdr1)*.

## Hairpin siRNAs trigger pollen abortion

As ectopic silencing at protein-coding genes only occurred in the presence of the *Tpd1* haplotype, we reasoned that the distorter must generate small RNAs capable of triggering silencing in *trans*. In plants, microRNAs, secondary siRNAs and hp-siRNAs all have this capacity^55^. Processed small RNA duplexes are loaded into ARGONAUTE (AGO) proteins, passenger strands are released and RNase H-like slicing activity is targeted by guide strand homology, as is translational repression^56^. Silencing can be amplified via the coordinated action of RDR6 and SGS3 (ref. ^42^). RNase H-mediated slicing results in an exposed 5′-phosphate that allows for ligation of 3′ cleavage products. Using an improved degradome sequencing technique in *TPD* pollen, iPARE-seq (see Methods), we identified putative cleavage sites responsible for triggering silencing at the *Tdr1* locus (Fig. 4a,b). We simultaneously searched for non-coding RNA within the *Tpd1* haplotype that produced 22-nt sRNAs capable of triggering silencing. This approach yielded only one candidate: a large hpRNA similar to those identified previously in wild-type pollen (Fig. 4c). This hairpin was uninterrupted in the *mexicana*-derived *Tpd1* interval and produced high levels of *TPD*-specific 22-nt hp-siRNAs (Fig. 4d,e). In the W22 genome, we identified two large transposon insertions that interrupted this locus, which produced no small RNA, indicating that it was non-functional in maize, consistent with being responsible for *TPD* (Fig. 4c). By comparison with centromere placement in other maize inbreds^4^, the hairpin is on the short arm of chromosome 5, 5 Mb from the centromere.

**Fig. 4:**
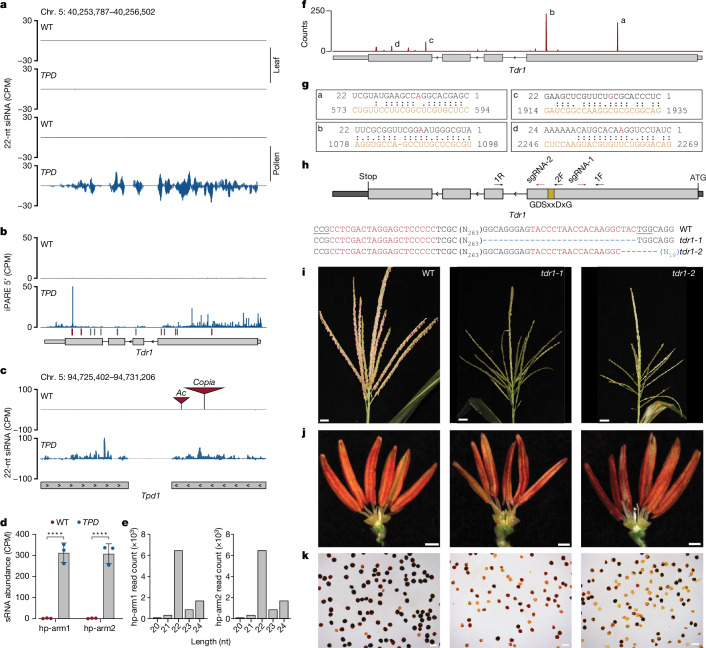
22-nt siRNAs from a *mexicana*-derived hairpin (*Tpd1*) target *Tdr1*, an essential pollen gene. **a**, 22-nt siRNA levels at the *Tdr1* locus in leaf and pollen tissue from WT and *TPD* genotypes. Ectopic 22-nt siRNAs accumulate in *TPD* pollen specifically. CPM, counts per million. **b**, iPARE-seq depicting the accumulation of 3′-OH cleavage products at the *Tdr1* locus. Tick marks indicate predicted target sites for hp-siRNAs derived from the *Tpd1* hairpin. Sites with (red) and without (grey) iPARE read support are shown. **c**, 22-nt hp-siRNA accumulation at the *Tpd1* hairpin. The hairpin locus is disrupted by transposable element insertions in the W22 genome. Data shown are normalized CPM (panels **a**–**c**). **d**, 22-nt hp-siRNA abundance at the *Tpd1* hairpin locus in WT and *TPD* pollen. *n* = 3 replicates per condition. ****P < 0.0001 (Mann–Whitney test). **e**, Average size distribution of reads mapping to the *Tpd1* hairpin. **f**, Small RNA target site prediction at the *Tdr1* locus using psRNATarget. Counts indicate unique hp-siRNAs from *Tpd1* that target each cleavage site. **g**, Homology between the guide strand (black) and the target strand (orange) is shown for the four most abundant hp-siRNAs. The tenth (red) and eleventh nucleotides in the guide strand flank the site of AGO-mediated cleavage. *Tpd1*-hp-siRNAb is predicted to suppress translation. **h**, CRISPR–Cas9 targeting of the *Tdr1* locus. Edits corresponding to *tdr1-1* and *tdr1-2* (blue) are shown. 1F, 1R, PCR primers; sgRNA, single guide RNA. **i**, Developmentally synchronized tassels from WT and *tdr1*-mutant T0 plants. *tdr1* mutants exhibit severely delayed anthesis. Scale bars, 3 cm. **j**, Mature 5-mm anthers from WT and *tdr1*-mutant T0 plants. Scale bars, 1 mm. **k**, I_2_KI viability staining of pollen from WT and *tdr1*-mutant T0 plants. Scale bars, 0.1 mm.

Target site prediction uncovered four abundant hp-siRNA species predicted to target the *Tdr1* transcript in *trans* (Fig. 4f) resembling ‘proto-microRNA’^57^. Three of these began with 5′-C, indicating loading into Ago5, and had iPARE-seq support, indicating cleavage of *Tdr1* (Fig. 4g). However, the most abundant hp-siRNA, *Tpd1-*siRNAb, was 22 nt in length and began with 5′-A, indicating loading into Ago2 (Fig. 4g). *Tpd1-*siRNAb has an asymmetric bulge predicted to enhance silencing transitivity and systemic spread between cells^58^, and had only limited iPARE-seq support, indicating translational repression (Fig. 4b). To confirm that silencing of *Tdr1* was responsible for the *TPD* phenotype, we generated two independent frameshift alleles within the catalytic domain using CRISPR–Cas9 (Fig. 4h). Homozygotes for *tdr1-1* and *tdr1-2* had identical male sterile phenotypes, with extensive pollen abortion that phenocopied *Tpd1* (Fig. 4i–k).

Expression of the *Tpd1* hairpin was observed pre-meiotically in 1–3-mm anthers, as well as in microspores (4-mm anthers) where expression of *Tdr1* was first detected, but not in mature pollen (Extended Data Fig. 7b,c). According to published single-cell RNA sequencing data from developing maize pollen^59^, *Dcl2* is also expressed pre-meiotically, consistent with its role in generating 22-nt hp-siRNA from *Tpd1* (Extended Data Fig. 7d). *Dcl2* is not expressed in bicellular microspores, but is expressed in mature pollen consistent with an additional function in production of secondary small RNAs from *Tdr1* (Extended Data Fig. 7d). These results indicate a sequential order of events, in which expression of *Tpd1* pre-meiotically deposits small RNAs in microspores where they target *Tdr1*. Subsequent expression of *Dcl2* in mature pollen then promotes secondary small RNA production and translational suppression. Identification of *Tdr1* provided insight into the function of *Tpd2*. *Tpd1* hp-siRNAs were unaffected by *Tpd2*, which was instead required to suppress secondary small RNA biogenesis from *Tdr1*, along with the *mexicana* allele of *Dcl2*, namely, *dcl2*^*T*^ (Extended Data Fig. 8a). This indicates that *Tpd2* and *dcl2*^*T*^ have additive effects on suppressing secondary small RNAs, consistent with their role as partial antidotes (Extended Data Fig. 8b). Although the molecular identity of *Tpd2* remains unknown, the 1.5-Mb *Tpd2* interval contains six pollen-expressed genes in W22 (Extended Data Fig. 8c). One of these genes encodes the maize homologue of *Arabidopsis* RNA-DIRECTED DNA METHYLATION (RDM1), a critical component of the RNA-directed DNA methylation pathway^60^. This gene is significantly overexpressed in *TPD* pollen (Extended Data Fig. 8c), and it is possible that increased activity of RNA-directed DNA methylation might compete with the production of secondary small RNAs^61,62^, although further experimentation is required to support this idea.

## *TPD*, RNAi and the origin of modern maize

Population-level studies of maize traditional varieties identified an uninterrupted *mexicana*-derived haplotype surrounding the centromere of chromosome 5 (refs. ^32,63^) with high rates of linkage disequilibrium^63^. Consistent with reduced recombination, fine-mapping of *Tpd1* yielded very few informative recombinants (21 of 7,549) and none proximal to the hairpin (Extended Data Fig. 1c). Comparative analysis of the *TPD* and W22 genomes revealed three megabase-scale inversions, one of which corresponded to a 13-Mb event within the *Tpd1* haplotype and including *Bt1* on chromosome 5L (Fig. 2f,g). The presence of this inversion, along with its physical proximity to the centromere, explained our mapping data (Extended Data Fig. 1c) and strongly suggested that the *Tpd1* haplotype behaves as a single genetic unit.

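In the W22 coordinates that the paper gives, the inversion on chromosome 5 (115316812 to 124884039) spans 9.57 Mb and region D (118213716 to 126309970) spans 8.10 Mb. They share 6670324 bp, which is 82.4% of region D and 69.7% of the inversion. In the deposited SNP counts of the homozygous *TPD* lines, with windows weighted by the part inside each span, the inversion held 3703 SNPs per Mb and region D held 3940. No window of region D held fewer than 2594 SNPs, and the lowest count in the inversion was 1930. A span of the length of the inversion had a median of 1.62 SNPs per Mb over all 2127 window starts of the 10 chromosomes placed end to end. As the inversion lies in a known introgression, this contrast was fixed in advance and shows nothing about the inversion itself. Within the interval from 110000001 to 131000000 that holds the inversion, the density was 3703 SNPs per Mb inside it and 2872 outside. This difference was not larger than that of other placements in the interval, of which 13 of 21 gave one as large (exact circular-shift test, two-sided, p = 0.619, where 0.0476 is the smallest p the interval allows).

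**Figure D2:**
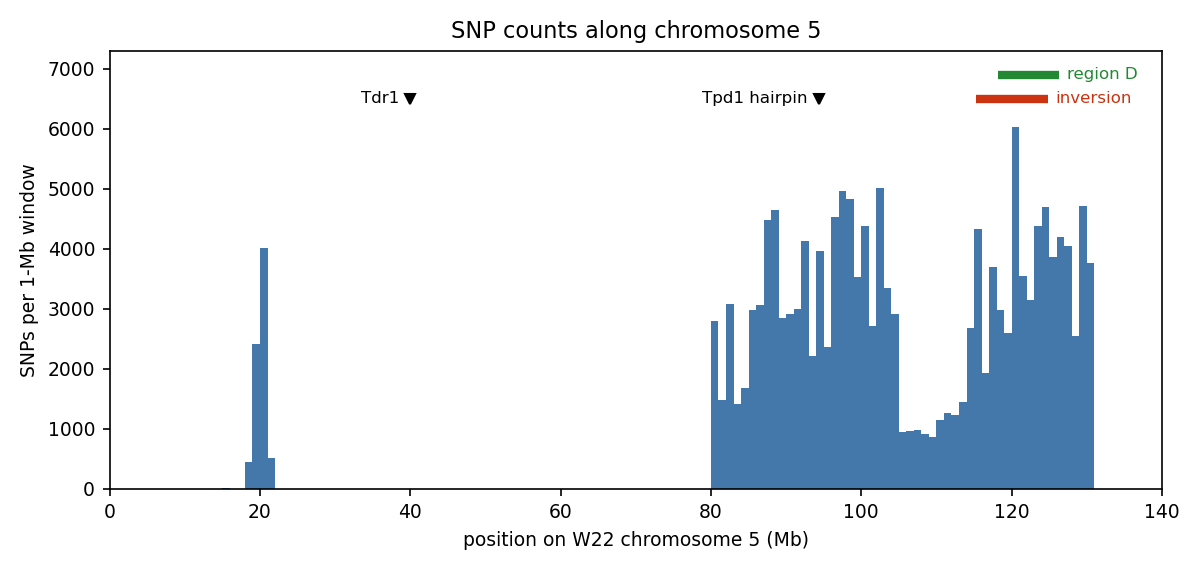
SNP counts along W22 chromosome 5 (horizontal axis, position in Mb; vertical axis, SNPs per 1-Mb window). Horizontal bars mark the inversion and region D, and triangles mark the *Tpd1* hairpin and *Tdr1*, placed from Supplementary Table 5. The inversion and region D lie in the right part of the long stretch of raised counts, with the maximum of 6037 SNPs under both bars.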

The 13-Mb paracentric inversion in the *Tpd1* haplotype (W22 chromosome 5: 115,316,812–124,884,039) almost entirely encompasses ‘region D’ adjacent to centromere 5 (W22 chromosome 5: 118,213,716–126,309,970), which has undergone a dramatic domestication sweep in all maize inbreds relative to teosinte^4^. This region includes *Bt1*, which undergoes drive in the TPD system (Extended Data Fig. 1c). 

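In the deposited SNP table of the homozygous lines, the 10 introgression intervals covered 100 Mb, or 4.71% of the 10 W22 chromosomes. The share was lowest, 3.30%, at 200 SNPs per 100 kb and highest, 5.42%, at 10 SNPs per 100 kb, a threshold chosen after the counts were seen. Intervals outside the long stretch of chromosome 5 that holds *Tpd1* covered 54 Mb, or 2.55% of the chromosomes. This was lowest at 200 SNPs per 100 kb, with 28 Mb or 1.32%, and highest at 10 SNPs per 100 kb, with 64 Mb or 3.02%. No window of chromosomes 1, 4, 7, 8 and 9 held more than 12 SNPs, so that no interval was called there. Since the counts come without positions, the length of each interval is known only to the nearest window at either end.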

Our synthetic hybrids with maize inbred W22 retained approximately 13 intervals of the *mexicana* genome that persisted in serial backcrosses (Extended Data Fig. 2a,b). Four of these intervals are tightly linked to genes encoding AGO proteins, specifically *Ago1a*, *Ago1b*, *Ago2b* and *Ago5b*, all of which are expressed in the male germ line (Extended Data Fig. 2). According to 5′ nucleotide analysis, these AGO proteins are predicted to bind to *Tpd1*-hp-siRNAa–d (Ago2 and Ago5), as well as secondary *Tdr1* 22-nt siRNAs (Ago1), and it is conceivable that hypomorphic alleles could also act as partial antidotes in combination with *Tpd2*. In addition to intervals encoding *Dcl2*, *Rdm1* and *Rgd1/Sgs3*, this means that 7 of the 13 intervals are tightly linked to genes required for RNAi. These correlations suggest that there has been strong selection on all of these modifiers to ameliorate the toxic effects of *Tpd1*, resulting in apparent gene drive.

In traditional maize varieties, but not in sympatric *mexicana*, significant correlations were observed in *mexicana* ancestry between 11 of the 13 intervals (Extended Data Fig. 9a, Supplementary Tables 6 and 7 and Supplementary Discussion). By contrast, variation at *Tdr1* displays no such correlation with the co-inherited intervals in traditional maize varieties (Extended Data Fig. 9a). In fact, *Tdr1* is strongly monomorphic in traditional maize varieties, whereas in *mexicana*, *Tdr1* displays extreme polymorphism (Extended Data Fig. 9b). We considered the possibility that this locus has evolved to become immune to silencing in modern maize, a predicted outcome of selfish genetic systems^11^. A recent survey of maize and teosinte genome sequences^64^ has revealed that three of the four *Tpd1*-hp-siRNA target sites in *Tdr1* exhibit extensive polymorphism in maize and teosinte, including an in-frame deletion of the target site seed region for *Tpd1*-hp-siRNAa and a SNP at position 11 in target sites for *Tpd1-*hp-siRNAb, which are predicted to reduce or abolish cleavage and translational inhibition, respectively (Fig. 5a). *TPD* pollinations of the temperate inbred B73, which carries the deletion haplotype, resulted in 50% partially sterile (44 of 83) and fully fertile (35 of 83) offspring in advanced backcrosses, as well as rare fully sterile presumptive recombinants (4 of 83), consistent with these expectations. Surveys of the frequency of the deletion haplotype across *Zea* found it widespread, suggesting an origin before speciation of *Z. mays* from *Zea luxurians* and *Zea diploperennis* (Fig. 5b), whereas it is absent from *Zea* *nicaraguagensis* and *Tripsacum dactyloides*. The frequency of the deletion haplotype is relatively low in *mexicana* (12%) compared with *parviglumis* (46%), and increases in tropical maize, traditional maize varieties, popcorn and inbreds, where it is nearly fixed in several modern inbred groups (98%), suggesting a trajectory of spread to North and South America.

**Fig. 5:**
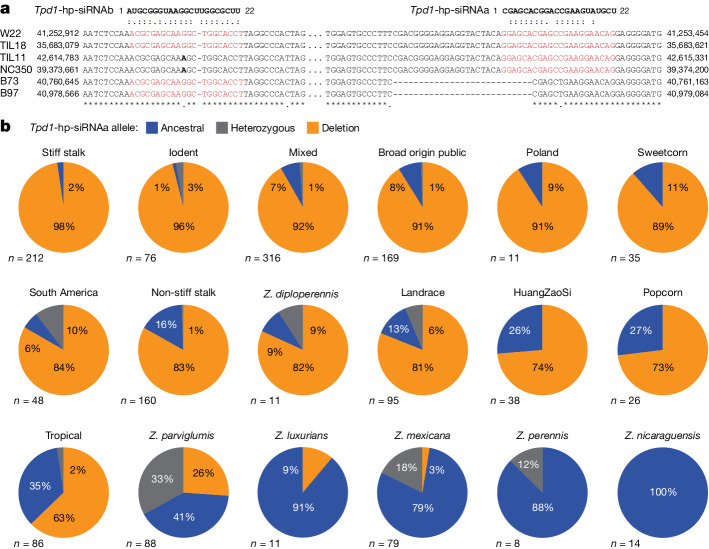
*Tpd1* hp-siRNA target site deletion in *tdr1* has spread to modern maize from teosinte. **a**, Sequence complement of the *Tpd1*-hp-siRNAa and *Tpd1*-hp-siRNAb target sites in *Tdr1*, indicating a 27-bp in-frame deletion found in modern maize, maize traditional varieties and in teosinte that removes the *Tpd1*-hp-siRNAa seed sequence, and a SNP on the eleventh nucleotide of *Tpd1*-hp-siRNAb that is predicted to reduce binding. **b**, Pie charts indicating the frequency of the deletion in 1,483 resequenced genomes from maize and teosinte, aligned with the B73 reference genome (GATK 3.0). The deletion allele (blue) arose in teosinte and quickly spread through maize traditional varieties in Central and South America, before fixation in modern stiff stalk, but not in tropical maize inbred lines. High frequencies of heterozygosity in *mexicana* and *parviglumis* are consistent with recent or ongoing pollen drive.

## Discussion

*TPD* is a toxin–antidote system that defies Mendelian inheritance and may have a history of selfish evolution, like other hybrid incompatibilities that cause gamete killing. Unlike teosinte crossing barriers *tcb-1*, *Ga-1* and *Ga-2* (ref. ^65^), which prevent fertilization, *TPD* resembles BDM incompatibility (also known as Dobzhansky–Muller incompatibility or DMI) in that it acts post-zygotically, resulting in sterile progeny. In canonical BDM, however, hybrid sterility is due to the unmasking of deleterious alleles, so that fertility eventually recovers in recurrent backcrosses to either parent. In *TPD*, backcrosses to maize result in pollen abortion no matter how many backcross generations are observed. This is because *TPD* is a special case of BDM that is consistent with meiotic drive. For gamete killers to spread via meiotic drive, they must compensate somehow for loss of fertility^66^. Loss of fertility may have posed a challenge for the spread of *TPD* in populations of teosinte. Therefore, establishing the evolutionary origin of *TPD* by meiotic drive will require additional population-level data and modelling, so that other explanations for gamete killing can be excluded^67^. In practice, maize–teosinte hybrids are extremely vigorous with numerous tassels, so that these wind-pollinated species may be less sensitive to reductions in male fertility. This is especially true during domestication, when early domesticates are typically less prolific than wild relatives, and at lower population size. In such circumstances, segregation distortion in hybrids could affect patterns of introgression between maize and teosinte.

*Tpd1* encodes a long non-coding hpRNA that produces specific 22-nt hp-siRNAs in the male germline and kill pollen grains by targeting the genetically linked responder gene *Tdr1* (Extended Data Fig. 10a,b). This effect is countered by at least two gametophytic antidotes: a linked hypomorphic allele of *Dcl2* and the unlinked *Tpd2* locus on chromosome 6 (Extended Data Fig. 10c). The genetic architecture of this system, consisting of multiple linked and unlinked loci, deviates from previously established toxin–antidote systems. In rice, for instance, the *qHMS7* quantitative trait locus is a selfish genetic element composed of two tightly linked open reading frames^34^. Similarly, the *wtf4* driver in *S. pombe* features two alternatively spliced transcripts derived from the same locus^24^. By contrast, the *Tpd1* haplotype results from tight pseudolinkage between *Tpd1*, *Tdr1* and *dcl2*^*T*^ on chromosome 5, but only when transmitted through the male (Extended Data Fig. 8b). Although recombinants occur in single-pollen grains, they are not transmitted to the next generation (Fig. 1), and maternal recombinants between *dcl2*^*T*^ and *Tpd1* are completely male sterile (Fig. 2). These recombinants produce far more secondary 22-nt small RNAs at *Tdr1* (Extended Data Fig. 8a), providing an explanation for the failure to transmit recombinants through pollen. *Tpd2* is unlinked but acts cell autonomously, so that independent assortment of *Tpd1* and *Tpd2* occurs in female gametes, but never in male, implying that gametophytic suppression of pollen killing requires co-segregation of *Tpd2* with *Tpd1*. Although unlinked suppressors are relatively rare, a similar system has been reported in fission yeast^68^. In both cases, the selective suppression of drive can be interpreted as selfish behaviour on the part of the antidote. Ultimately, cycles of suppression and counter-suppression can be expected to result in complex, polygenic drivers that exist in a continuum of cryptic states (Extended Data Fig. 11), and the conspicuous maintenance of *mexicana* introgression intervals containing RNAi factors supports this idea (Extended Data Figs. 2a and 11).

Genome scans of sympatric maize and *mexicana* have identified multiple regions of introgression associated with adaptive variation, some of which overlap with the genomic interval corresponding to the *Tpd1* haplotype^32^ and other intervals undergoing distortion^69^, and we found that intervals associated with drive in pollen are significantly correlated with each other in maize traditional varieties, but not in sympatric *mexicana* populations (Extended Data Fig. 9). We postulated that the most powerful suppressor of all would be an ‘immune’ target gene, in which hp-siRNA target sites in *Tdr1* had been mutated. Such in-frame immune haplotypes were found in wild taxa in *Zea* and have been progressively fixed from tropical to temperate stiff-stalk maize inbreds (Fig. 5), suggesting that *TPD* may be an ancient system that has influenced admixture throughout the history of the genus, reaching fixation in modern maize. *TPD* complements the hypothesized role of *Ab10*, a chromosomal driver of female meiosis that simulations suggest may have been responsible for the redistribution of heterochromatic knobs in maize, *parviglumis* and *mexicana*^15,70^, potentially along with thousands of linked genes^16^.

Our results suggest that DCL2-dependent 22-nt small RNAs stemming from long hpRNAs function as selfish genetic elements in pollen. In *Arabidopsis*, 22-nt siRNA biogenesis is carefully regulated due to ectopic silencing of host genes^37,40,42,54^, and 21–22-nt siRNAs from pollen mediate triploid seed abortion^71,72^ and can block self-fertilization^73^. In *Drosophila melanogaster*^74,75^, silencing of protein-coding genes by recently evolved hairpins is important for male reproductive development^75^, whereas in *Drosophila* *simulans*, the Winters sex-ratio distortion system is actually suppressed by two hpRNAs, *Not much yang* (*Nmy*) and *Too much yin* (*Tmy*), which act as antidotes and are essential for male fertility and sex balance^76,77^. In mammals, endo-siRNAs in the oocyte are generated from hairpin and antisense precursors by an oocyte-specific Dicer isoform (*Dcr-O*) and have an essential function in global translational suppression^78–80^. The remarkable parallels between all of these systems, and between Dcr-O and *dcl2*^*T*^, which both have potential defects in the helicase domain, invites speculation that selection for selfish behaviour is an efficient means by which germline small RNAs can propagate within a population. Such propagation provides a plausible origin for ‘self’-targeting small RNAs in the germlines of plants and animals.

## Methods

### Plant material and growth conditions

The *TPD* lineage traces to teosinte *mexicana* collected near Copándaro, Michoacán, Mexico in December 1993. Gamete a, plant 4 of collection 107 was used in an initial outcross to the Midwestern US dent inbred W22 and subsequently backcrossed. *Tpd1;Tpd2* (BC_8_S_3_) homozygous lines were used for whole-genome sequencing and de novo genome assembly. All additional experiments were performed using *Tpd1/tpd1; Tpd2/tpd2* (BC_11_–BC_13_) plants or populations derived from maternal segregation of these lines. The *lbl1-rgd1* and *dcl2-mu1* alleles were backcrossed to W22 four or more times. *dcl2-mu1* was isolated from the Uniform-Mu line UFMu-12288. All genetic experiments used segregating wild-type progeny as experimental controls. Plants were grown under greenhouse and field conditions.

### Phenotyping and microscopy

All pollen phenotyping was performed using mature 5-mm anthers before anthesis. Individual anthers were suspended in PBS and dissected using forceps and an insulin syringe. Starch viability staining was performed using Lugol solution (L6146-1L, Sigma). Measurements for days to anthesis were taken for three replicate crosses (*Tpd1/tpd1;Tpd2/tpd2* × W22) with staggered planting dates in three different field positions. The leaf collar method^81^ was combined with routine manual palpation of the topmost internode to track reproductive stages. Meiotic anthers were dissected, fixed in 4% paraformaldehyde plus MBA buffer^82^, and stained with DAPI for visualization. For tetrad viability assays, anthers from the upper floret of an individual spikelet were dissected and stored in MBA. One anther was used for staging and the others were dissected to release the tetrads. FDA viability staining was performed as previously described^83^. To control for artefacts associated with sample handling, only intact tetrads (four physically attached spores) were considered.

### Genotyping and marker design

For routine genotyping, tissue discs were collected with a leaf punch and stored in 96-well plates. To extract genomic DNA, 20 μl of extraction solution (0.1 M NaOH) was added to each well and samples were heated to 95 °C for 10 min and then placed immediately on ice. To neutralize this solution, 90 μl of dilution solution (10 mM Tris + 1 mM EDTA, pH to 1.5 with HCl) was added. PCRs, using 1–2 μl of this solution as template, were performed using GoTaq G2 Green Master Mix (M7822, Promega). Secondary validation of genotyping reactions was performed as needed using the Quick-DNA Plant/Seed Miniprep kit (D6020, Zymo Research). Bulk Illumina and Nanopore data from *Tpd1;Tpd2* seedlings was used for co-dominant molecular marker design (Supplementary Table 8). When possible, markers based on simple sequence length polymorphisms were prioritized, but a number of restriction fragment length polymorphisms were also designed. W22, *Tpd1/tpd1;Tpd2/tpd2* and *Tpd1;Tpd2* genomic DNA was used to validate marker segregation before use. The *dcl2-mu1* insertion was amplified by combining gene-specific forward and reverse primers with a degenerate terminal inverted repeat primer cocktail. The insertion was subsequently validated by Sanger sequencing.

### High-molecular-weight genomic DNA extraction

High-molecular-weight (HMW) genomic DNA was used as input for all Nanopore and bulk Illumina sequencing experiments. For extraction, bulked seedlings were dark treated for 1 week before tissue collection. Four grams of frozen tissue was ground under liquid N_2_ and pre-washed twice with 1.0 M sorbital. The tissue was then transferred to 20 ml pre-warmed lysis buffer (100 mM Tris-HCl (pH 9.0), 2% w/v CTAB, 1.4 M NaCl, 20 mM EDTA, 2% PVP-10, 1% 2-mercaptoethanol, 0.1% sarkosyl and 100 μg ml^−1^ proteinase K), mixed gently and incubated for 1 h at 65 °C. Organic extraction in phase-lock tubes was performed using 1 vol phenol:chloroform:isoamyl alcohol (25:24:1) followed by 1 vol chloroform:isoamyl alcohol. DNA was precipitated by adding 0.1 vol 3 M NaOAc (pH 5.2) followed by 0.7 vol isopropanol. HMW DNA was hooked out with a pasteur pipette and washed with 70% EtOH, air dried for 2 min and resuspended in 200 μl Tris-HCl (pH 8.5; EB). The solution was treated with 2 μl 20 mg ml^−1^ RNase A at 37 °C for 20 min followed by 2 µl 50 mg ml^−1^ proteinase K at 50 °C for 30 min. 194 μl EB, 100 µl NaCl and 2 μl 0.5 M EDTA were added, and organic extractions were performed as before. DNA was precipitated with 1.7 vol EtOH, hooked out of solution with a pasteur pipette, washed with 70% EtOH and resuspended in 50 μl EB.

### Nanopore and Hi-C sequencing, *TPD* genome assembly and annotation

HMW DNA from *Tpd1;Tpd2* BC_8_S_3_ was gently sheared by passage through a P1000 pipette 20 times before library preparation with the Oxford Nanopore Technologies Ligation Sequencing gDNA (SQK-LSK109) protocol with the following modifications: (1) DNA repair, end-prep and ligation incubation times were extended to 20 min each; (2) 0.8× vol of a custom SPRI bead solution was used for reaction cleanups^84,85^; and (3) bead elutions were carried out at 50 °C for 5 min. Libraries were sequenced on the MinION device with R9.4.1 flow cells. Offline base calling of Oxford Nanopore Technologies reads was performed with Guppy 5.0.7 and the R9.4.1 450-bp super accuracy model. Reads longer than 1 kb were assembled into contigs using Flye 2.9-b1768 (ref. ^86^) with options ‘--extra-params max_bubble_length=2000000 -m 20000 -t 48 --nano-raw’. The same long reads were aligned to the Flye contigs (filtered to keep only the longest alternatives) using minimap2 2.22-r1101 (ref. ^87^), and these alignments were passed to the PEPPER-Margin-DeepVariant 0.4 pipeline^88^ to polish the initial consensus. To correct remaining single-nucleotide variants and small indels, two Illumina PCR-free genomic DNA PE150 libraries were mapped to the long read polished consensus with bwa-mem2 2.2.1 (ref. ^89^) for further polishing with NextPolish 1.3.1 (ref. ^90^) followed by Hapo-G 1.2 (ref. ^91^), both with default options. Two biological replicate samples of BC_8_S_3_ leaf tissue were used to prepare Dovetail Omni-C Kit libraries following the manufacturer’s protocol, and sequenced as a PE150 run on a NextSeq500. These Hi-C reads were mapped to the polished contigs with the Juicer pipeline release 1.6 UGER scripts with options ‘enzyme=none’^92^. The resulting ‘merged_nodups.txt’ alignments were passed to the 3D DNA pipeline to iteratively order and orient the input contigs and correct misjoins^93^. This initial automatic scaffolding resulted in 11 superscaffolds longer than 10 Mb. Correcting a single centromeric break during manual review with JBAT^94^ resulted in the expected 10 pseudomolecules. One 6-Mb contig was identified as bacterial with no contacts and was discarded. The remaining unscaffolded contigs were of organelle origin (*n* = 9, 625 kb) or aligned to the pseudomolecules (*n* = 116, 12 Mb). Coding gene predictions from the NRGene 2.0 W22 (ref. ^95^) were projected onto the *TPD* genome assembly using Liftoff 1.6.2 (ref. ^96^) with options ‘-polish -copies -chroms <chrom_map>’. An average Phred quality value (QV) score for the assembly was estimated from a 20-mer database of the Illumina reads using merqury 1.4.1 (ref. ^97^) with default options. Assembly completeness was also assessed with BUSCO 5.5.0 (ref. ^98^) with options ‘-m genome --miniprot’. See Supplementary Table 3 for assembly metrics.

### RNA extraction

Tissue was collected, snap frozen in liquid nitrogen and stored at −80 °C. Samples were ground into a fine powder using a mortar and pestle on liquid nitrogen. Of pre-extraction buffer (100 mM Tris-HCl (pH 8.0), 150 mM LiCl, 50 mM EDTA (pH 8.0), 1.5% v/v SDS and 1.5% 2-mercaptoethanol), 800 µl was added and mixed by vortexing. Of acid phenol:chloroform (pH 4.7–5.0), 500 µl was added and samples were mixed then spun down at 13,000*g* for 15 min at 4 °C. The aqueous layer was extracted, and 1 ml TRIzol per 200 mg input tissue was added. Samples were mixed by vortex and incubated at room temperature for 10 min. Chloroform (200 µl) per 1 ml TRIzol was added and samples were mixed by vortexing and then incubated at room temperature for 2 min. Samples were then spun down at 13,000*g* for 15 min at 4 °C. The aqueous phase was extracted and cleaned up using the Zymo RNA Clean and Concentrator-5 kit (R1013, Zymo Research). Only samples with RNA integrity scores of 9 or more were used for quantitative PCR (qPCR) and sequencing.

### Reverse transcription and RT–qPCR

For reverse transcription, 1 µg of total RNA was treated with ezDNase (11766051, Thermo Fisher) according to the manufacturer’s instructions. Reverse transcription was performed with SuperScript IV VILO Master Mix (11756050, Thermo Fisher). Following reverse transcription, complementary DNA (cDNA) was diluted 1:20 in dH_2_0 to be used as template in qPCR with reverse transcription (RT–qPCR).

All RT–qPCR experiments were performed on an Applied Biosystems QuantStudio 6 system in 96-well plate format using PowerUp SYBR Green Master Mix (A25741, Thermo Fisher). Before use in experiments, primer efficiency was tested for each primer set using a standard curve generated from serial dilutions of cDNA template. Only primer sets with efficiencies between 90% and 110% were used (Supplementary Table 9). For experiments, three or more biological replicates (independent cDNA samples from discrete plants) were assayed per genotype, and two or more technical replicates were set up for each reaction condition. Raw Ct (cycle threshold) from technical replicates were averaged, and ^∆^Ct (mean Ct^exp^ – mean Ct^ref^) was calculated using *Elfa9* as a housekeeping reference. ^∆∆^Ct values (^∆^Ct^cond1^ – ^∆^Ct^cond2^) were calculated between genotypes and converted to fold change (2^(^^–^^∆∆Ct)^).

### Whole-genome sequencing and SNP calling

For HMW DNA from separately maintained *Tpd1;Tpd2* lineages (BC_8_S_3_ and BC_5_S_2_) and from bulk segregation analysis maternal pools, extractions were as detailed above. Libraries were prepared using the Illumina TruSeq DNA PCR-Free kit (20015962, Illumina) with 2 μg of DNA input. Samples were sequenced on a NextSeq500 platform using 2 × 150-bp high-output run. Adapter trimming was performed with Cutadapt (v3.1)^99^. Paired-end reads were aligned to the W22 reference genome^95^ with BWA-MEM (v0.7.17)^100^. Alignments were filtered by mapping quality (mapQ ≥ 30), and PCR duplicates were removed using SAMtools (v1.10)^101^. SNP calling was performed using Freebayes (v1.3.2)^102^. Putative SNP calls were filtered by quality, depth and allele frequency (allele frequency = 1) to obtain a high-confidence *mexicana* marker set that was subsequently validated against the *TPD* assembly. For bulk segregation analysis^103^, SNP calls were filtered against the gold-standard *TPD* marker set. Reference and alternate allele frequencies at each marker were calculated and the average signal was consolidated into 100-kb bins. The ∆SNP index was then calculated for each bin in a sliding window.

### Single-pollen grain sequencing

Pollen grains from *Tpd1/tpd1;Tpd2/tpd2* plants were suspended in ice-cold PBS on a microscope slide under a dissecting scope. Individual plump, viable pollen grains were deposited into the 0.2-ml wells of a 96-well plate using a p20 pipette. Lysis and whole-genome amplification were performed using the REPLI-g single-cell kit (150345, Qiagen) with the following modifications: one-fourth of the specified volume of amplification mix was deposited in each well and isothermal amplification was limited to 5 h. All steps before amplification were performed in a UV-decontaminated PCR hood. Whole-genome analysis products were cleaned up using a Genomic DNA Clean & Concentrator kit (D4067, Zymo Research), and yields were quantified using with the QuantiFluor dsDNA system (E2670, Promega) in a 96-well microplate format.

Libraries were prepared using the TruSeq Nano DNA High Throughput kit (20015965, Illumina) with 200 ng input. Samples were sequenced on a NextSeq500 platform using 2 × 101-bp high-output runs. Quality control, adapter trimming, alignment and SNP calling were performed as above. BCFtools 1.14 (ref. ^104^) was used to derive genotype calls from single-pollen grains at the predefined marker positions and then passed to GLIMPSE 1.1.1 (ref. ^105^) for imputation. All calls at validated marker sites were extracted and encoded in a sparse matrix format (rows = markers, columns = samples) and encoded (1 = alt allele, −1 = ref allele, 0 = missing). To assess *mexicana* introgression in individual pollen grains, mean SNP signal was calculated in 100-kb bins across the genome. A sliding window (1-Mb window, 200-kb step) was applied to smooth the data and identify regions with *mexicana* SNP density. To identify genomic intervals overrepresented in surviving *TPD* pollen grains, aggregate allele frequency was calculated across all pollen grains at each marker site.

### RNA sequencing and analysis

Five biological replicates were prepared for each biological condition (*Tpd1/tpd1;Tpd2/tpd2* and *tpd1;tpd2* siblings). Of total RNA, 5 µg was ribosome depleted using the RiboMinus Plant Kit (A1083808, Thermo Fisher), and libraries were prepared using the NEXTFLEX Rapid Directional RNA-seq kit (NOVA-5138-08, PerkinElmer). The size distribution of completed libraries was assessed using an Agilent Bioanalyzer, and quantification was performed using a KAPA Library Quantification kit (KK4824, Roche). Libraries were sequenced on a NextSeq500 platform using a 2 × 150-bp high-output run. Trimmed reads were aligned to the W22 reference with STAR in two-pass alignment mode^106^. Read counts were assigned to annotated features using featureCounts^107^. For transposable element expression, multi-mapping reads were assigned fractional counts based on the number of identical alignments. Differential expression analysis was performed using edgeR^108^. To avoid false positives, a stringent cut-off (log_2_ fold change ≥ 2, FDR ≤ 0.001) was used to call differentially expressed genes. Gene ontology analysis (Fisher’s exact test, *P* < 0.01) was performed using topGO^109^, and the results were visualized using rrvgo^110^. For data visualization, alignment files were converted to a strand-specific bigwig format using deepTools^111^.

### Small RNA sequencing and analysis

For comparisons between *Tpd1/tpd1;Tpd2/tpd2* and *tpd1;tpd2* pollen, three biological replicates were used. Two biological replicates were used for *dcl2*^*T−/−*^ and *dcl2-mu1*^*−/−*^ pollen samples. Libraries were constructed with the NEXTFLEX Small RNA-Seq V3 kit (NOVA-5132-06, PerkinElmer) using 2 μg of total RNA input per library and the gel-free size selection protocol. The size distribution of completed libraries was assessed using an Agilent Bioanalyzer, and quantification was performed using a KAPA Library Quantification kit (KK4824, Roche). Libraries were sequenced on a NextSeq500 platform using a 1 × 76-bp run. Adapters were trimmed using cutadapt^99^, and the 4-bp unique molecular identifier sequences on either side of each read were removed.

Reads were filtered using pre-alignment to a maize structural RNA consensus database using bowtie2 (ref. ^112^). Alignment and de novo identification of small RNA loci were performed with ShortStack^113^, using a minimum CPM cut-off of 5, and only clusters with clear size bias (21, 22 or 24 nt) were retained in downstream analysis. Differential sRNA accumulation was performed with edgeR^108^ (log_2_ fold change ≥ 2, FDR ≤ 0.01). The accumulation of size and strand-biased hp-siRNAs was used to identify hairpin loci throughout the genome. For each locus, the underlying primary sequence was tested for reverse complementarity, and RNA secondary structure prediction was performed using RNAfold^114^. Non-hp-siRNA targets were only retained if they showed negligible strand bias (that is, evidence of a double-stranded RNA template for processing by a Dicer-like enzyme).

### iPARE-seq and analysis

iPARE-seq is an improvement on degradome sequencing by PARE-seq^115^. For iPARE-seq libraries, 40 μg of total RNA was poly(A) selected using a Dynabeads mRNA Purification Kit (61006, Thermo Fisher). Of poly(A) RNA, 1 µg was ligated to the 5′ PARE adapter (100 pmol) in 10% DMSO, 1 mM ATP, 1X T4 RNA ligase 1 buffer (B0216L, New England Biolabs), 25% PEG8000 with 1 μl (40U) of RNaseOUT (10777019, Thermo Fisher) and 1 μl T4 RNA ligase 1 (M0204S, New England Biolabs) in a reaction volume of 100 μl. Ligation reactions were performed for 2 h at 25 °C followed by overnight incubation at 16 °C. Samples were then purified using RNA Clean XP beads (A63987, Beckman Coulter) and eluted in 18 μl dH_2_0. Chemical fragmentation of ligated RNA to 200 nt or fewer was performed using the Magnesium RNA fragmentation kit (E6150S, New England Biolabs). Of RNA fragmentation buffer, 2 µl was added and samples were incubated at 94 °C for 5 min followed by a transfer to ice and the addition of 2 μl of RNA Stop solution. Samples were purified using the RNA Clean & Concentrator-5 kit (R1013, Zymo Research) and eluted in 11 μl H_2_0. Reverse transcription was performed as follows: 10 μl of RNA, 1 μl of 10 mM dNTP and 2 μl of random primer mix (S1330S New England Biolabs) were mixed and incubated for 10 min at 23 °C, and then put on ice for 1 min. The following was then added: 4 μl of 5X SuperScript IV buffer, 1 μl of 100 mM DTT, 1 μl of RNaseOUT and 1 μl of Superscript IV (200U). The reaction was incubated for 10 min at 23 °C, followed by 10 min at 50 °C. Of Tris-EDTA, 80 µl was then added to this mixture.

Target indirect capture was performed with 100 μl Dynabeads MyOne Streptavidin T1 beads (65601, Thermo Fisher) as per the manufacturer's instructions. Of the reverse transcription reaction, 100 µl was used as input, and captured cDNA molecules were eluted in 50 μl. Second-strand synthesis was performed using 5U Klenow fragment (M0210S, New England Biolabs) with 100 µM dNTPs and 1 μM of iPARE adapter primer (5′-NNNNTCTAGAATGCATGGGCCCTCCAAG-3′) for 1 h at 37 °C and incubation at 75 °C for 20 min. Samples were purified with a 1:1 ratio of AMPure XP SPRI beads (A63880, Beckman Coulter) and resuspended in 51 μl EB. Of sample, 50 µl was used for library preparation with the NEB Ultra DNA library kit (E7370S, New England Biolabs). Barcoded samples were sequenced with a NextSeq500 2 × 150-bp high-output run. Use of the directional iPARE adapter allows for the retention of directionality even when using a non-directional DNA-seq kit. Cutadapt^99^ was used to search and recover the adapter sequence in both 5′ and 3′ orientation (forward in read1 or read2, respectively). Read1 adapter reads were trimmed for the 3′ adapter if present, and the 5′ iPARE adapter was subsequently removed. Potential polyA tails were also removed, and only reads of 20 nt or more were retained. Read2 adapter reads were processed in an identical manner. Filtered reads were mapped using Bowtie2 (ref. ^112^) and the 5′ position of each read (the cloned 5′-monophosphate corresponding to the position of AGO-mediated cleavage) was extracted using BEDtools^116^ with CPM normalization. Small RNA target prediction was performed using psRNATarget^117^.

### Protein extraction and western blotting

Fresh anthers or pollen were collected and snap frozen in liquid nitrogen. Samples were then ground to a fine powder in a mortar and pestle over liquid nitrogen and resuspended in freshly prepared extraction buffer (2 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% v/v NP-40, 5% v/v glycerol, 1 mM PMSF and 1 ml Roche protease inhibitor cocktail per 30 g input tissue) and vortexed thoroughly. Samples were then centrifuged at 14,000 rpm at 4 °C for 5 min to pellet cellular debris, and the aqueous fraction was transferred to another tube. This step was then repeated twice more. Protein extracts were quantified using the Pierce Detergent Compatible Bradford Assay Kit (23246, Thermo Fisher) on a Promega Glomax-Multi+ plate reader.

To assess the role of 22-nt siRNAs in translational repression, antiserum was raised to a peptide (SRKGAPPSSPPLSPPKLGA) from the Zm00004b012122 protein in collaboration with PhytoAB. Specificity was determined as follows: (1) blots using pollen protein extracts showed a single band at roughly the expected size, and (2) blots using leaf protein extracts showed no band in concordance with expected pollen/anther specificity. A rabbit polyclonal HSP90-2 antibody (AS11 1629, Agrisera), a constitutive isoform with high expression, was used as loading control in all western blot experiments. For comparisons of protein abundance between wild-type and *TPD* pollen/anthers, 2 µg of protein was denatured at 95 °C for 5 min in an appropriate volume of 2X Laemmli buffer (120 nM Tris-Cl (pH 6.8), 4% v/v SDS, 0.004% bromophenol blue, 20% v/v glycerol, 0.02% w/v bromophenol blue and 350 mM DTT). Samples were run on a 4–20% Mini-PROTEAN TGX Precast Gel (4561094, Bio-Rad) with a Precision Plus Protein Dual Xtra Prestained standard (1610377, Bio-Rad).

Transfer to a PVDF membrane was performed using a Bio-Rad Trans-Blot Turbo Transfer system. Membranes were blocked using 5% w/v powdered milk in 1X TBS-T (20 mM Tris, 150 mM NaCl and 0.1% Tween-20) for 1 h at room temperature. Subsequently, the membrane was cut and incubated with primary antibody (1:3,000 dilution in blocking solution) at 4 °C overnight with gentle agitation. Three 15-min membrane washes were performed with 1X TBS-T at room temperature. Membranes were then incubated with a 1:3,000 goat anti-rabbit IgG H&L (PHY6000, PhytoAB) secondary antibody for 1 h at room temperature. Following three more washes with 1X TBS-T, membranes were incubated for 5 min with ECL Prime detection reagent (RPN2236, Amersham) and visualized using a Bio-Rad ChemiDoc Touch Imaging System.

### Esterase enzymatic activity assay

Esterase activity assays were performed using the colorimetric substrate *p*-nitrophenyl butyrate (N9876, Sigma) at a final concentration of 1 mM in 0.5 M HEPES (pH 6.5). For assays using whole 5-mm anthers, 100 μg of total protein was used as input for each sample, whereas 50 μg was used for pollen. Individual samples were prepared in cuvettes at a volume of 1.5 ml. Upon addition of the total protein extract, samples were gently mixed, and an initial 410-nm absorbance reading was taken to serve as a per sample baseline. Samples were then incubated at 30 °C, and absorbance readings were taken every 5 min for a total of 12 timepoints. This experiment was replicated three times for each genotype. All absorbance readings were taken using a Thermo Scientific Genesys 20 spectrophotometer.

### Detection of selective sweeps in candidate regions associated with *TPD*

We investigated signals of selection in genomic regions associated with *TPD* using selscan (v1.2.0a)^118^ to calculate the genome-wide normalized absolute integrated haplotype score (iHS) statistics for individual SNPs and in 10-kb windows. iHS is suitable for identifying selection in a single population and relies on the presence of ongoing sweeps and a signal of selection from unusually long-range linkage disequilibrium. We also used VCFtools (v0.1.16)^119^ to calculate Weir and Cockerham’s *F*_ST_ in 10-kb windows to assess signals of selection based on changes in allele frequency between populations. Phased SNPs for modern temperate maize lines, teosinte and *T. dactyloides* were obtained from Grzybowski et al.^120^, and SNPs for 265 CIMMYT traditional varieties were obtained from Yang et al.^121^ and phased with Beagle (v5.4)^122^. A phased and imputed set of 42,387,706 genome-wide concatenated SNPs was used for the analysis of selection. The *T*. *dactyloide*s allele was set to be the ancestral allele. A consensus genetic map curated by Ed Coe was obtained from MaizeGDB^123^, and SNP positions were interpolated to genetic positions. Weighted *F*_ST_ was calculated for each unique population pair. For iHS, 10-kb windows were binned into 10 quantiles based on the number of SNPs they contained, and empirical *P* values for each window were calculated within each quantile. The statistic calculated was the number of extreme (top 5%) |iHS| scores per window. Empirical *P* values for iHS and *F*_ST_ were then calculated from the rank of each window based on the respective statistics. We adjusted these *P* values for multiple testing of different populations using the Bonferroni method. *TPD*-linked regions (*dcl2*, *rdm1*, *tdr1* and hairpin region) and their 1-kb upstream and downstream regions were intersected with the 10-kb windows using bedtools (v2.30)^116^ and assigned the lowest *P* value of all intersecting windows. To validate our selection scan, we also investigated windows intersecting with a set of four known domestication genes^124^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07788-0.

## Supplementary information

Supplementary Information Supplementary Discussion, Supplementary Tables 1–3 and Supplementary Tables 6–9

Reporting Summary

Supplementary Tables

Supplementary Table 4 22nt clusters enriched in WT pollen vs WT leaf

Supplementary Table 5 22nt clusters enriched in *TPD* pollen vs WT pollen

## Data Availability

Sequencing datasets generated during the current study are available at the NCBI (Gene Expression Omnibus SuperSeries: GSE234925). Datasets used for genome assembly are available at the Sequence Read Archive (BioProject: PRJNA937229). This Whole-Genome Shotgun project has been deposited at DDBJ/ENA/GenBank under the accession JARBIH000000000. The version described in this paper is version JARBIH010000000. All materials are available on request.

# Supplementary material for: Teosinte Pollen Drive guides maize diversification and domestication by RNAi
**Source:** Nature. 2024 Aug 7;633(8029):380–8. doi: 10.1038/s41586-024-07788-0
**Supplement:** Supplementary file 1 — Supplementary Discussion, Supplementary Tables 1–3 and Supplementary Tables 6–9

---

**Supplementary information**

---

***Teosinte Pollen Drive* guides maize diversification and domestication by RNAi**

---

In the format provided by the  
authors and unedited

## Supplementary Discussion

### **for *Teosinte Pollen Drive* guides maize diversification and domestication by RNAi.**

#### **The *Tpd1* interval includes a large inversion**

Meiotic recombination has been proposed to be an evolutionary consequence of defense against drive, as the separation of individual drive components is an efficient way to purge selfish genetic elements<sup>129–131</sup> and rare recombinants in the *SD* and *t*-complexes in mouse and *Drosophila* exhibit either impaired SD or suicidal male sterility<sup>21,132</sup>. As such, many drive complexes evolve in regions of reduced recombination and select for further structural rearrangements, some of which can give rise to patterns of variation that influence morphological traits not associated with drive itself<sup>11</sup>. The *t*-complex, which contains genetic loci governing SD, embryonic lethality, and morphological phenotypes such as tail length is a clear example<sup>132</sup>. At the structural level, the *Tpd1* haplotype is consistent with this notion, encompassing both the core centromeric region and a 13Mb paracentric inversion on chromosome 5L. In *mexicana*, the *Tpd1* haplotype captures upwards of 243 protein-coding genes including at least 12 putative loss of function alleles, significant levels of nonsynonymous substitution, and numerous small SVs. Independent studies have identified major QTLs within the centromeric region of chromosome 5 associated with flowering time<sup>63</sup>, hybrid yield<sup>133</sup>, and up to 6 domestication traits in teosinte-maize backcross populations<sup>134</sup>. This region also overlaps with introgression intervals associated with adaptive variation in traditional maize varieties<sup>32,69</sup>.

Large structural variants, such as inversions, can reinforce genetic barriers between populations by contributing to the fixation of deleterious or incompatible variants<sup>135</sup>, and are frequently co-opted during drive evolution to ensure the integrity of distorter-responder pairs, and of linked bystander genes not involved in drive<sup>11</sup>. Functional analysis of variation in the *Tpd1* interval revealed a handful of putative loss-of-function mutations ( $n = 12$ ) owing primarily to frameshifts, as well as high rates of nonsynonymous substitution ( $n = 277$ ). This result was in line with the estimates of increased genetic load within regions of low recombination<sup>136</sup>, and mirrored observations in other drive systems, which often accumulate deleterious recessive mutations in linkage<sup>11</sup>. In addition to coding sequence mutations, we found extensive structural variation in the form of 1519 high confidence insertions and deletions (indels) of various sizes (mean size = 5,419bp).

#### **Teosinte pollen drive intervals that persist in backcrosses have *mexicana* ancestry in traditional varieties of maize**

Hybridization between teosinte *mexicana* and early cultivated maize was a critical step in the adaptation and geographical dispersal of modern maize, following initial domestication from teosinte *parviglumis* in tropical lowlands<sup>32,137,138</sup>. We rationalized that, if *TPD* exists as a cryptic drive system in *mexicana*, signatures of drive might be found in traditional Mexican varieties (often called “landraces”<sup>32</sup>), and in sympatric *mexicana* populations in the central highlands of Mexico where hybridization still occurs. Approximately 13 intervals of the *mexicana* genome persisted in serial backcrosses to the maize inbred W22 (Extended Data Fig. 2a,b), and we looked for signatures of these intervals in 256 accessions from 10 different traditional varieties of maize, along with their sympatric populations of wild *mexicana*<sup>32</sup>. We determined the mean frequency of *mexicana*-like alleles from each interval in each population from existing genotyping data<sup>138</sup> and determined the Spearman’s rank correlation coefficient for each pair of intervals. We found that, in *mexicana* populations, the intervals encoding *Tpd1* (chr 5.79), *Tpd2* (chr 6.98) and *Rgd1* (chr 6.3) were highly correlated (Extended Data Fig. 9a), suggesting that this combination of toxin and antidote loci is ancestral in these *mexicana* populations. In traditional maize varieties, on the other hand, significant correlations were observed between 11 of the 13 intervals (Extended Data Fig. 9a).

### **Components of Teosinte pollen drive have undergone selection during domestication**

To further characterize the evolution of genomic elements associated with *TPD*, we applied the haplotype-based statistic iHS<sup>139</sup> and the  $F_{ST}$  statistic<sup>140</sup> to identify genome-wide signals of natural selection (see Methods) using variant data for *parviglumis*, *mexicana*, traditional varieties, and modern lines<sup>120,121</sup>. We considered values in the top 5% of the genome-wide empirical distributions of these statistics as significant.  $F_{ST}$  was effective at identifying known domestication loci, but did not show significant signals of selection for the *TPD*-linked genes (Supplementary Table 4). However, we found that *dcl2*, *tdr1*, *rdm1* and the hairpin region contained significant SNPs in teosinte based on iHS (Supplementary Table 5), indicating these loci may be under selection. More conservative analyses using Bonferroni *p*-value adjustment for the multiple tested populations and windowed iHS statistics found signatures of selection in *dcl2* for *mexicana* and for the hairpin region in *parviglumis* (Supplementary Table 5). Finally, the 13Mb inversion within the *Tpd1* haplotype encompasses one of largest known domestication sweeps between maize inbreds and teosinte<sup>4</sup>, accounting perhaps for the unusual size and rapid emergence of “Region D”. Signals of selection at *TPD* loci themselves, by contrast, were weaker than at known domestication loci, consistent with the idea that drive itself is not adaptive.

## Supplementary tables for

### *Teosinte Pollen Drive* guides maize domestication and evolution by RNAi.

**Supplementary Table 1: Phenotypic Segregation Ratios for Reciprocal *TPD* Crosses**

| Cross        | Fertile | Semi-Sterile | Sterile | Chi-square                             |
|--------------|---------|--------------|---------|----------------------------------------|
| <i>TPD</i> ♂ | 0       | 142          | 0       | $\chi^2(2:1:1) = 164.29$ , p < 0.00001 |
| <i>TPD</i> ♂ | 0       | 179          | 0       | $\chi^2(2:1:1) = 209.29$ , p < 0.00001 |
| <i>TPD</i> ♂ | 0       | 219          | 0       | $\chi^2(2:1:1) = 257.27$ , p < 0.00001 |
| <i>TPD</i> ♀ | 144     | 89           | 58      | $\chi^2(2:1:1) = 3.301$ , p = 0.192    |
| <i>TPD</i> ♀ | 159     | 109          | 71      | $\chi^2(2:1:1) = 5.234$ , p = 0.073    |
| <i>TPD</i> ♀ | 106     | 60           | 54      | $\chi^2(2:1:1) = 0.193$ , p = 0.908    |

**Supplementary Table 2: Genotypic Segregation Ratios for Reciprocal *TPD* Crosses**

| Parent       | <i>tpd1; tpd2</i> | <i>Tpd2+/-</i> | <i>Tpd/++</i> | <i>Tpd1+/-</i> | Chi-square                               |
|--------------|-------------------|----------------|---------------|----------------|------------------------------------------|
| <i>TPD</i> ♂ | 0                 | 0              | 142           | 0              | $\chi^2(1:1:1:1) = 162.44$ , p < 0.00001 |
| <i>TPD</i> ♂ | 0                 | 0              | 179           | 0              | $\chi^2(1:1:1:1) = 204.41$ , p < 0.00001 |
| <i>TPD</i> ♂ | 0                 | 0              | 219           | 0              | $\chi^2(1:1:1:1) = 254.37$ , p < 0.00001 |
| <i>TPD</i> ♀ | 81                | 63             | 89            | 58             | $\chi^2(1:1:1:1) = 4.447$ , p = 0.217    |
| <i>TPD</i> ♀ | 69                | 90             | 109           | 71             | $\chi^2(1:1:1:1) = 6.029$ , p = 0.110    |
| <i>TPD</i> ♀ | 51                | 55             | 60            | 54             | $\chi^2(1:1:1:1) = 0.378$ , p = 0.945    |

**Supplementary Table 3: Genome Assembly Metrics.** Values calculated on scaffolded assemblies with contigs split by 10 or more consecutive Ns. Repeat content determined by RepeatMasker with the combined MTEC repeat library “maizeTE02052020” distributed at <https://github.com/oushujun/MTEC>.

|                             | <b>TPD</b><br><b>TPD 1.0 2021</b> | <b>W22</b><br><b>W22 Reference NRGene-2.0 2018</b> |
|-----------------------------|-----------------------------------|----------------------------------------------------|
| <b>Contigs</b>              |                                   |                                                    |
| #                           | 945                               | 49,111                                             |
| Longest (Kbp)               | 44,353                            | 831                                                |
| N50 (Kbp)                   | 7,744                             | 88                                                 |
| <b>Scaffolds</b>            |                                   |                                                    |
| # > 10Mbp                   | 10                                | 10                                                 |
| Span (Mbp)                  | 2,112                             | 2,134                                              |
| Longest (Mbp)               | 306                               | 311                                                |
| Gap bases (%)               | 0.02                              | 1.90                                               |
| <b>Annotations</b>          |                                   |                                                    |
| Coding Genes (W22 liftover) | 40,564                            | 40,961                                             |
| Interspersed Repeats (%)    | 81.37                             | 80.04                                              |
| CentC masked (Kbp)          | 2,876                             | 137                                                |
| <b>QC</b>                   |                                   |                                                    |
| mercury QV estimate         | 34.2                              | -                                                  |
| Complete BUSCOs (%)         | 90.6                              | 91.1                                               |
| Missing BUSCOs (%)          | 0.3                               | 0.6                                                |

**Supplementary Table 6: Empirical  $p$ -values for selection scan with a windowed weighted  $F_{ST}$  statistic for *Teosinte Pollen Drive*-linked (TPD-linked) regions and a validation set of domestication genes.** See Supplementary Table 5 for gene coordinates. Empirical  $p$ -values for each gene are shown for the overlapping window with the lowest  $p$ -value. Significant  $p$ -values <0.05 are indicated with an asterisk for both unadjusted and Bonferroni-adjusted values accounting for each population pair tested.

| Group         | Gene           | <i>mexicana</i> - Landrace                       | <i>parviglumis</i> - Landrace | Landrace - Modern | <i>mexicana</i> - Modern | <i>parviglumis</i> - Modern |
|---------------|----------------|--------------------------------------------------|-------------------------------|-------------------|--------------------------|-----------------------------|
|               |                | Windowed $F_{ST}$ empirical $p$ -values          |                               |                   |                          |                             |
| TPD-linked    | <i>dcl2</i>    | 0.321                                            | 0.584                         | 0.479             | 0.132                    | 0.345                       |
| TPD-linked    | <i>hairpin</i> | 0.305                                            | 0.503                         | 0.742             | 0.106                    | 0.255                       |
| TPD-linked    | <i>rdm1</i>    | 0.510                                            | 0.660                         | 0.326             | 0.585                    | 0.802                       |
| TPD-linked    | <i>tdr1</i>    | 0.263                                            | 0.324                         | 0.166             | 0.096                    | 0.124                       |
| Domestication | <i>gt1</i>     | 0.128                                            | 0.058                         | 0.020*            | 0.213                    | 0.164                       |
| Domestication | <i>tb1</i>     | 0.016*                                           | 0.110                         | 0.329             | 0.004*                   | 0.047*                      |
| Domestication | <i>tga1</i>    | 0.032*                                           | 0.003*                        | 0.356             | 0.021*                   | 0.004*                      |
| Domestication | <i>zagl1</i>   | 0.025*                                           | 0.001*                        | 0.201             | 0.003*                   | 0.001*                      |
|               |                | Windowed $F_{ST}$ empirical adjusted $p$ -values |                               |                   |                          |                             |
| TPD-linked    | <i>dcl2</i>    | 1.000                                            | 1.000                         | 1.000             | 0.662                    | 1.000                       |
| TPD-linked    | <i>hairpin</i> | 1.000                                            | 1.000                         | 1.000             | 0.529                    | 1.000                       |
| TPD-linked    | <i>rdm1</i>    | 1.000                                            | 1.000                         | 1.000             | 1.000                    | 1.000                       |
| TPD-linked    | <i>tdr1</i>    | 1.000                                            | 1.000                         | 0.828             | 0.482                    | 0.622                       |
| Domestication | <i>gt1</i>     | 0.638                                            | 0.290                         | 0.100             | 1.000                    | 0.822                       |
| Domestication | <i>tb1</i>     | 0.082                                            | 0.551                         | 1.000             | 0.021*                   | 0.236                       |
| Domestication | <i>tga1</i>    | 0.158                                            | 0.016*                        | 1.000             | 0.105                    | 0.020*                      |
| Domestication | <i>zagl1</i>   | 0.123                                            | 0.004*                        | 1.000             | 0.013*                   | 0.003*                      |

**Supplementary Table 7: Selection scan with a windowed |iHS| statistic in *Teosinte Pollen Drive-linked (TPD-linked)* regions and a validation set of domestication genes in teosinte and maize populations.** Counts of individual significant ( $p < 0.05$ ) SNPs as well as empirical  $p$ -values for 10kb windows are shown. Genomic coordinates for *dcl2* (Zm00001eb219690), *tdr1* (Zm00001eb224090) and *rdm1* (Zm00001eb275620) are for the public maize B73 NAMv5 reference genome and annotation from MaizeGDB. Coordinates for the domestication genes are based on the same assembly and annotation. Significant  $p$ -values  $< 0.05$  are indicated with an asterisk. SNP counts and per window  $p$ -values are shown as unadjusted and Bonferroni-adjusted values accounting for each population tested. Cases in which there was insufficient data to calculate a  $p$ -value are shown as “NA”.

| Group         | Gene         | Genomic coordinates              | <i>mexicana</i>                          | <i>parviglumis</i> | Landrace | Modern |
|---------------|--------------|----------------------------------|------------------------------------------|--------------------|----------|--------|
|               |              |                                  | Count of  iHS  significant SNPs          |                    |          |        |
| TPD-linked    | <i>dcl2</i>  | Chr5:20,831,070-20,848,118 (-)   | 46                                       | 6                  | 1        | 18     |
| TPD-linked    | <i>tdr1</i>  | Chr5:40,759,118-40,761,756 (-)   | 1                                        | 0                  | 0        | 0      |
| TPD-linked    | hairpin      | Chr5:95,990,889-96,002,706 (+)   | 4                                        | 30                 | 1        | 0      |
| TPD-linked    | <i>rdm1</i>  | Chr6:107,817,218-107,820,394 (+) | 0                                        | 2                  | 0        | 14     |
| Domestication | <i>zagl1</i> | Chr5:20,831,070-20,848,118 (-)   | 48                                       | 40                 | 0        | 0      |
| Domestication | <i>gt1</i>   | Chr5:40,759,118-40,761,756 (-)   | 0                                        | 0                  | 0        | 3      |
| Domestication | <i>tb1</i>   | Chr5:95,990,889-96,002,706 (+)   | 5                                        | 2                  | 2        | 0      |
| Domestication | <i>tga1</i>  | chr1:272330564-272332648 (+)     | 2                                        | 0                  | 0        | 0      |
|               |              |                                  | Count of  iHS  adjusted significant SNPs |                    |          |        |
| TPD-linked    | <i>dcl2</i>  | Chr5:20,831,070-20,848,118 (-)   | 10                                       | 0                  | 0        | 0      |
| TPD-linked    | <i>tdr1</i>  | Chr5:40,759,118-40,761,756 (-)   | 0                                        | 0                  | 0        | 0      |
| TPD-linked    | hairpin      | Chr5:95,990,889-96,002,706 (+)   | 0                                        | 10                 | 0        | 0      |
| TPD-linked    | <i>rdm1</i>  | Chr6:107,817,218-107,820,394 (+) | 0                                        | 0                  | 0        | 6      |
| Domestication | <i>zagl1</i> | Chr1:4932248-4948340 (-)         | 0                                        | 12                 | 0        | 0      |
| Domestication | <i>gt1</i>   | chr1:23433554-23435122 (+)       | 0                                        | 0                  | 0        | 3      |
| Domestication | <i>tb1</i>   | chr1:272330564-272332648 (+)     | 4                                        | 1                  | 2        | 0      |
| Domestication | <i>tga1</i>  | chr4:46647932-46652896 (+)       | 0                                        | 0                  | 0        | 0      |
|               |              |                                  | Windowed  iHS  empirical $p$ -values     |                    |          |        |
| TPD-linked    | <i>dcl2</i>  | Chr5:20,831,070-20,848,118 (-)   | 0.008*                                   | 0.341              | 0.316    | 0.079  |

|                    |              |                                  |                                                          |        |       |        |
|--------------------|--------------|----------------------------------|----------------------------------------------------------|--------|-------|--------|
| <i>TPD</i> -linked | <i>tdr1</i>  | Chr5:40,759,118-40,761,756 (-)   | 0.377                                                    | 0.649  | 0.759 | 0.468  |
| <i>TPD</i> -linked | hairpin      | Chr5:95,990,889-96,002,706 (+)   | 0.216                                                    | 0.171  | 0.493 | 0.215  |
| <i>TPD</i> -linked | <i>rdm1</i>  | Chr6:107,817,218-107,820,394 (+) | 0.421                                                    | 0.414  | 0.737 | 0.021* |
| Domestication      | <i>zag11</i> | Chr5:20,831,070-20,848,118 (-)   | 0.020*                                                   | 0.039* | NA    | NA     |
| Domestication      | <i>gt1</i>   | Chr5:40,759,118-40,761,756 (-)   | 0.913                                                    | 0.373  | 0.780 | 0.410  |
| Domestication      | <i>tb1</i>   | Chr5:95,990,889-96,002,706 (+)   | 0.021*                                                   | 0.116  | 0.054 | 0.188  |
| Domestication      | <i>tga1</i>  | chr1:272330564-272332648 (+)     | 0.315                                                    | 0.477  | 0.641 | 0.673  |
|                    |              |                                  | <b>Windowed  iHS  empirical adjusted <i>p</i>-values</b> |        |       |        |
| <i>TPD</i> -linked | <i>dcl2</i>  | Chr5:20,831,070-20,848,118 (-)   | 0.031*                                                   | 1.000  | 1.000 | 0.314  |
| <i>TPD</i> -linked | <i>tdr1</i>  | Chr5:40,759,118-40,761,756 (-)   | 1.000                                                    | 1.000  | 1.000 | 1.000  |
| <i>TPD</i> -linked | hairpin      | Chr5:95,990,889-96,002,706 (+)   | 0.863                                                    | 0.686  | 1.000 | 0.861  |
| <i>TPD</i> -linked | <i>rdm1</i>  | Chr6:107,817,218-107,820,394 (+) | 1.000                                                    | 1.000  | 1.000 | 0.085  |
| Domestication      | <i>zag11</i> | Chr1:4932248-4948340 (-)         | 0.080                                                    | 0.156  | NA    | NA     |
| Domestication      | <i>gt1</i>   | chr1:23433554-23435122 (+)       | 1.000                                                    | 1.000  | 1.000 | 1.000  |
| Domestication      | <i>tb1</i>   | chr1:272330564-272332648 (+)     | 0.082                                                    | 0.465  | 0.217 | 0.753  |
| Domestication      | <i>tga1</i>  | chr4:46647932-46652896 (+)       | 1.000                                                    | 1.000  | 1.000 | 1.000  |

**Supplementary Table 8: Genotyping markers used in this study.** The “type” column refers to the general marker design associated with the primer sequence. RFLP markers will denote the associated restriction enzyme in the “type” column.

| Name                      | Type         | Sequence (5'-3')          | WT       | Mut/TPD  |
|---------------------------|--------------|---------------------------|----------|----------|
| <i>dcl2<sup>Tf</sup></i>  | BstNI        | AGCGCCATTTACAATTTTCAGCA   | 183, 211 | 394      |
| <i>dcl2<sup>T</sup>-r</i> | BstNI        | TGTTGCCAGTGAATCAGCACTA    | 183, 211 | 394      |
| m5.0-f                    | SSLP         | TTAGTAGTGTCTTGGCGCTC      | 295      | 165      |
| m5.0-r                    | SSLP         | GTGAGGGACTAGGGCATGTG      | 295      | 165      |
| m5.1-f                    | SSLP         | CCTGCATAGAGATGCCATCAA     | 310      | 180      |
| m5.1-r                    | SSLP         | CGACGACGACTCATCCACGA      | 310      | 180      |
| m5.2-f                    | SSLP         | TGTCTTCCTCCAAGTGTGCT      | 312      | 211      |
| m5.2-r                    | SSLP         | ACTGCCCAAAGAGCATGTGT      | 312      | 211      |
| m5.3-f                    | MfeI         | AATGGTGTTCCTTGGCATTCA     | 253, 249 | 502      |
| m5.3-r                    | MfeI         | GTACCATGCACTCATCCCGAA     | 253, 249 | 502      |
| m5.4-f                    | TseI         | GGATCATGGAGTGCCTGCAG      | 450      | 161, 289 |
| m5.4-r                    | TseI         | AACCAGCGCTCCTCAAAGTT      | 450      | 161, 289 |
| m6.0-f                    | SSLP         | ACTGAGTAACCAATGCCAGA      | 445      | 363      |
| m6.0-r                    | SSLP         | GCAGCCTTCAGTTCCTGTA       | 445      | 363      |
| m6.1-f                    | SSLP         | GATCTACTTGCACGAGAGCACC    | 495      | 374      |
| m6.1-r                    | SSLP         | CGGAGTAATTCCTTGGGACA      | 495      | 374      |
| m6.2-f                    | AflIII       | CTACCAACTGCTCCTGAGATGG    | 116, 96  | 212      |
| m6.2-r                    | AflIII       | CGTTGACGAATATTGATTGTAGCCA | 116, 96  | 212      |
| m6.3-f                    | NdeI         | TTGCTCCAACCTTGTCACCT      | 124, 100 | 224      |
| m6.3-r                    | NdeI         | GCTATCCGCAAACAGCGAGA      | 124, 100 | 224      |
| m6.4-f                    | BccI         | TCCTTCTCCTCTTCCCTCGG      | 250      | 110, 140 |
| m6.4-r                    | BccI         | AGGAACCCTGTTTGACGATCT     | 250      | 110, 140 |
| m6.5-f                    | BglIII       | TCCACAGAAGGACAGCAAAAGGA   | 174, 65  | 239      |
| m6.5-r                    | BglIII       | TAGGGTTTGTGTGGCTGCT       | 174, 65  | 239      |
| m6.6-f                    | PvuII        | GGCCAAGTTGTTCAAGAAGCAT    | 165, 85  | 254      |
| m6.6-r                    | PvuII        | GCGTGCCCCCTTCTCTTATT      | 165, 85  | 254      |
| m6.7-f                    | NdeI         | GGGCATCGTGTTCATTGAAGG     | 231      | 115, 116 |
| m6.7-r                    | NdeI         | TGCAACCTCTCAGGTCTAAG      | 231      | 115, 116 |
| <i>lbl-rgd1-f</i>         | MwoI         | GCCCATCTGGATCTGAAGTC      | 262, 227 | 489      |
| <i>lbl-rgd1-r</i>         | MwoI         | TTGGTGGCCACACTATCTCA      | 262, 227 | 489      |
| <i>dcl2mu1-f</i>          | Mu insertion | GTGTCCGCGTTCCAGAAGTC      | 906      | 800      |
| <i>dcl2mu1-r</i>          | Mu insertion | TAAAGGTTGTCCATTGGGCGTT    | 906      | 800      |
| TIR4                      | TIR          | GCCTCCATTTTCGTCTGAATCCC   | -        | -        |
| TIR6                      | TIR          | GCCTCTATTTTCGTCTGAATCCG   | -        | -        |
| Gds1-f                    | HiII check   | GAGCGTCTCCTTCAACCCAA      | 983      | -        |
| Gds1-r                    | HiII check   | TCCTACTCCTCAGTTGGGGG      | 983      | -        |
| Dcl2-f                    | HiII check   | GGCCTAGAATTTCAGTTGCGG     | 717      | -        |
| Dcl2-r                    | HiII check   | GAACACGCTTGTGTTCTCG       | 717      | -        |

**Supplementary Table 9: RT-qPCR primers used in this study.** All RT-qPCR primers used in this study were designed to bridge exon junctions (if present) in order to increase specificity. Expected amplicon sizes corresponding to a cDNA or gDNA template are listed.

| Name             | Target                    | Sequence                  | cDNA | gDNA |
|------------------|---------------------------|---------------------------|------|------|
| <i>Dcl2q-1f</i>  | <i>Dcl2</i> – exon 1,2    | CCCAAAAGGACACACAGCTTTC    | 79   | 159  |
| <i>Dcl2q-1r</i>  | <i>Dcl2</i> – exon 1,2    | GCATATCTGATCTTGGAGTATGGC  | 79   | 159  |
| <i>Dcl2q-2f</i>  | <i>Dcl2</i> – exon 5,6    | TCGACAAAAACAATGCATCTCAAAT | 104  | 658  |
| <i>Dcl2q-2r</i>  | <i>Dcl2</i> – exon 5,6    | GCTGAGGATCTGCAAGATGG      | 104  | 658  |
| <i>Dcl2q-3f</i>  | <i>Dcl2</i> – exon 18,19  | CATTCTGAAGGGTGTCTGGGT     | 174  | 417  |
| <i>Dcl2q-3r</i>  | <i>Dcl2</i> – exon 18,19  | GGTCCATCACATGGTTGGGAA     | 174  | 417  |
| <i>Gdslq-1f</i>  | <i>Gdsl</i> – exon 1,2    | GAGCGTCTCCTTCAACCCAA      | 81   | 249  |
| <i>Gdslq-1r</i>  | <i>Gdsl</i> – exon 1,2    | ACAAGGCTACTGGCAGGTTC      | 81   | 249  |
| <i>Gdslq-2f</i>  | <i>Gdsl</i> – exon 2,3    | CCCACCTTCGCCTTGTACTC      | 153  | 250  |
| <i>Gdslq-2r</i>  | <i>Gdsl</i> – exon 2,3    | CCTGAACAAGAGCCTCACCC      | 153  | 250  |
| <i>Elfa9q-1f</i> | <i>Efla9</i> – exon 1,2   | CAAGCTGACTGTGCTGTTCTTA    | 181  | 928  |
| <i>Elfa9q-1r</i> | <i>Efla9</i> – exon 1,2   | GCCTTTGAATACTTGGGTGTAGTAG | 181  | 928  |
| <i>Elfa9q-2f</i> | <i>Efla9</i> – exon 1,2   | CCAAGCTGACTGTGCTGTTCTT    | 198  | 945  |
| <i>Elfa9q-2r</i> | <i>Efla9</i> – exon 1,2   | AATCTCATCATAACGGGCCTTTGAA | 198  | 945  |
| <i>Rdr6q-1f</i>  | <i>Rdr6</i> – no exons    | TGTTTTGCTTCAGCTGGGGA      | 128  | 128  |
| <i>Rdr6q-1r</i>  | <i>Rdr6</i> – no exons    | CACGCGAATGAAGCATCTGG      | 128  | 128  |
| <i>Rdr6q-2f</i>  | <i>Rdr6</i> – no exons    | GCCTCTCACCTTTCTTGGGG      | 74   | 74   |
| <i>Rdr6q-2r</i>  | <i>Rdr6</i> – no exons    | CCTTGAAGCTGTTGATGTGCC     | 74   | 74   |
| <i>Rgd1q-1f</i>  | <i>Rgd1</i> – exon 5,6    | GCCACATCCTTGACTTGGCA      | 119  | 319  |
| <i>Rgd1q-1r</i>  | <i>Rgd1</i> – exon 5,6    | TGCAGGAAGAGCGCTCAAAG      | 119  | 319  |
| <i>Rgd1q-2f</i>  | <i>Rgd1</i> – exon 4,6    | CGCTCTTCCTGCAACAACCTT     | 130  | 378  |
| <i>Rgd1q-2r</i>  | <i>Rgd1</i> – exon 4,6    | GAGAAGCACATGGAGTACGAGG    | 130  | 378  |
| <i>Agole-1f</i>  | <i>Agole</i> – exon 19,20 | TTCTACCTGTGCAGCCATGC      | 103  | 172  |
| <i>Agole-1r</i>  | <i>Agole</i> – exon 19,20 | GAGTTTGCAACCCATCAGCC      | 103  | 172  |
| <i>Agole-1f</i>  | <i>Agole</i> – exon 10,11 | GCCAAAAATTGGCCAGTGGA      | 128  | 515  |
| <i>Agole-1r</i>  | <i>Agole</i> – exon 10,11 | TCATGACAGAACTCCCGGC       | 128  | 515  |

129. Haig, D. & Grafen, A. Genetic scrambling as a defence against meiotic drive. *J. Theor. Biol.* **153**, 531–558 (1991).
130. Hurst, G. D. & Werren, J. H. The role of selfish genetic elements in eukaryotic evolution. *Nat. Rev. Genet.* **2**, 597–606 (2001).
131. Johnson, N. A. Hybrid incompatibility genes: remnants of a genomic battlefield? *Trends Genet.* **26**, 317–325 (2010).
132. Lyon, M. F. Transmission ratio distortion in mouse t-haplotypes is due to multiple distorter genes acting on a responder locus. *Cell* **37**, 621–628 (1984).
133. Stuber, C. W., Lincoln, S. E., Wolff, D. W., Helentjaris, T. & Lander, E. S. Identification of genetic factors contributing to heterosis in a hybrid from two elite maize inbred lines using molecular markers. *Genetics* **132**, 823–839 (1992).
134. Briggs, W. H., McMullen, M. D., Gaut, B. S. & Doebley, J. Linkage mapping of domestication loci in a large maize teosinte backcross resource. *Genetics* **177**, 1915–1928 (2007).
135. Ayala, F. J. & Coluzzi, M. Chromosome speciation: humans, *Drosophila*, and mosquitoes. *Proc. Natl. Acad. Sci. U. S. A.* **102 Suppl 1**, 6535–6542 (2005).
136. Rodgers-Melnick, E. *et al.* Recombination in diverse maize is stable, predictable, and associated with genetic load. *Proc. Natl. Acad. Sci. U. S. A.* **112**, 3823–3828 (2015).
137. McLean-Rodríguez, F. D., Costich, D. E., Camacho-Villa, T. C., Pè, M. E. & Dell’Acqua, M. Genetic diversity and selection signatures in maize landraces compared across 50 years of in situ and ex situ conservation. *Heredity* **126**, 913–928 (2021).
138. Calfee, E. *et al.* Selective sorting of ancestral introgression in maize and teosinte along an elevational cline. *PLoS Genet.* **17**, e1009810 (2021).
139. Voight, B. F., Kudaravalli, S., Wen, X. & Pritchard, J. K. A map of recent positive selection in the human genome. *PLoS Biol.* **4**, e72 (2006).
140. Weir, B. S. & Cockerham, C. C. ESTIMATING F-STATISTICS FOR THE ANALYSIS OF POPULATION STRUCTURE. *Evolution* **38**, 1358–1370 (1984)

# Supplementary material for: Teosinte Pollen Drive guides maize diversification and domestication by RNAi
**Source:** Nature. 2024 Aug 7;633(8029):380–8. doi: 10.1038/s41586-024-07788-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | All analysis are described in the Methods section of the manuscript. All code is available on Github ( <a href="https://github.com/martienssenlab/TPD-manuscript">https://github.com/martienssenlab/TPD-manuscript</a> ). The following version of the softwares have been used: Cutadapt v3.1; BWA-MEM v0.7.17; Samtools v1.10; FreeBayes v1.3.2; Guppy v5.0.7; Flye v2.9-b1768; Minimap2 v2.22-r1101; PEPPER-Margin-DeepVariant v0.4; bwa-mem2 v2.2.1; NextPolish v1.3.1; Hapo-G v1.2; Juicer v1.6; 3D-DNA; JBAT; Liftoff 1.6.2; BCFtools v1.14; GLIMPSE v1.1.1; STAR v2.7.5c; featureCounts v2.0.1; edgeR v3.32.1; topGO v2.42.0; rrvgo v1.5.3; deepTools v3.5.0; bowtie2 v2.4.1; Shortstack v3.8.5; RNAfold; BEDtools v2.30; psRNATarget; selscan v1.2.0a; VCFtools v0.1.16; Beagle v5.4; |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing datasets generated during the current study are available at NCBI (GEO SuperSeries: GSE234925) and datasets used for genome assembly are available at SRA (BioProject: PRJNA937229).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed for this study. Sample sizes were chosen to match or exceed standards in the field.                                                                           |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                  |
| Replication     | At least 2 biological replicates were performed for all experiments, except for genome assembly. The number of replicates is indicated for each experiment. All attempts at replication were successful. |
| Randomization   | Plants were grown in random order in the field and greenhouse, and were phenotyped in the same random order.                                                                                             |
| Blinding        | Phenotyping and pollen grain viability staining experiments were performed blindly, without previous knowledge of the genotype.                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involvement in the study                               |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

## Methods

| n/a                                 | Involvement in the study                        |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

anti-HSP90-2 (Agrisera, cat#AS11 1629)  
antiserum raised against a peptide (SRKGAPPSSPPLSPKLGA) from the Zm00004b012122 protein in collaboration with PhytoAB

## Validation

AS11 1629 - manufacturer tested for Western blot.  
Specificity of antiserum was determined as follows: (1) blots using pollen protein extracts showed a single band at roughly the expected size, and (2) blots using leaf protein extracts showed no band in concordance with expected pollen/anther specificity

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

Plants

|                       |                                                                                                                                                                               |
|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | See Methods for origin of TPD material. dcl2-mu1 was isolated from Uniform-Mu line UFMu-12288. lbl1-rgd1 was ordered from the Maize Genetics Cooperation Stock Center (601C). |
| Novel plant genotypes | Mutations in Tdr1 were performed by CRISPR-Cas9 at the Plant Transformation Core Facility at the University of Missouri.                                                      |
| Authentication        | Genotypes were assessed by PCR and confirmed by Sanger sequencing, as detailed in the Methods and with primers listed in supplementary tables 8 and 9.                        |

# Supplementary material for: Teosinte Pollen Drive guides maize diversification and domestication by RNAi
**Source:** Nature. 2024 Aug 7;633(8029):380–8. doi: 10.1038/s41586-024-07788-0
**Supplement:** Supplementary file 3 — Supplementary Tables

## Supplementary tables for

### *Teosinte Pollen Drive* guides maize domestication and evolution by RNAi.

**Supplementary Table 1: Phenotypic Segregation Ratios for Reciprocal *TPD* Crosses**

**Supplementary Table 2: Genotypic Segregation Ratios for Reciprocal *TPD* Crosses**

**Supplementary Table 3: Genome Assembly Metrics.** Values calculated on scaffolded assemblies with contigs split by 10 or more consecutive Ns. Repeat content determined by RepeatMasker with the combined MTEC repeat library “maizeTE02052020” distributed at <https://github.com/oushujun/MTEC>.

**Supplementary Table 4: Empirical  $p$ -values for selection scan with a windowed weighted  $F_{ST}$  statistic for *Teosinte Pollen Drive*-linked (TPD-linked) regions and a validation set of domestication genes.** See Supplementary Table 5 for gene coordinates. Empirical  $p$ -values for each gene are shown for the overlapping window with the lowest  $p$ -value. Significant  $p$ -values <0.05 are indicated with an asterisk for both unadjusted and Bonferroni-adjusted values accounting for each population pair tested.

**Supplementary Table 5: Selection scan with a windowed |iHS| statistic in *Teosinte Pollen Drive-linked (TPD-linked)* regions and a validation set of domestication genes in teosinte and maize populations.** Counts of individual significant ( $p < 0.05$ ) SNPs as well as empirical  $p$ -values for 10kb windows are shown. Genomic coordinates for *dcl2* (Zm00001eb219690), *tdr1* (Zm00001eb224090) and *rdm1* (Zm00001eb275620) are for the public maize B73 NAMv5 reference genome and annotation from MaizeGDB. Coordinates for the domestication genes are based on the same assembly and annotation. Significant  $p$ -values  $< 0.05$  are indicated with an asterisk. SNP counts and per window  $p$ -values are shown as unadjusted and Bonferroni-adjusted values accounting for each population tested. Cases in which there was insufficient data to calculate a  $p$ -value are shown as “NA”.

**Supplementary Table 6: Genotyping markers used in this study.** The “type” column refers to the general marker design associated with the primer sequence. RFLP markers will denote the associated restriction enzyme in the “type” column.

**Supplementary Table 7: RT-qPCR primers used in this study.** All RT-qPCR primers used in this study were designed to bridge exon junctions (if present) in order to increase specificity. Expected amplicon sizes corresponding to a cDNA or gDNA template are listed.

How the deposited data were processed for this re-analysis (not part of the article)

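The data were whole-genome sequences of 2 homozygous *Tpd1;Tpd2* lines, 1 library each, and 18 bulk segregant pools (6 each of the fertile, semi-sterile and sterile classes). Only the SNP table of the homozygous lines was analysed here, and the pools were not analysed here. The authors made this table from paired reads of 150 bp with Cutadapt 3.1, BWA-MEM 0.7.17 on the W22 genome (NRGene 2.0), a mapping quality minimum of 30, duplicate removal with SAMtools 1.10, and Freebayes 1.3.2, with filters on quality, depth and an allele frequency of 1. The methods also name a later check of the markers against the *TPD* assembly, and whether the table follows it is not stated. The deposited values are counts of SNPs per 1-Mb window, not read counts, and were not normalized. How the SNPs were binned and whether the counts are those of one line or of both are not given in the sources used here. The labels name the table for both lines, so the counts were treated as one pooled set with no replicates. Read depth per sample is unknown, and no interval that needs it is given.

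Counts were taken as deposited, with start positions written 1-based. Windows with at least 100 SNPs per 100 kb were called, called windows with gaps of at most 2 Mb were joined, and a run of 2 or more called windows was an interval. The planned width of 100 kb could not be used with 1-Mb windows, so the counts were scaled to it. Shares of SNPs have 95% Wilson intervals and single windows have 95% Poisson intervals, both of which cover counting error only. The inversion was compared with the rest of its interval by an exact circular-shift test within the interval, two-sided. The planned tests of the inversion and region D against the whole genome were run, but their p-values are not reported, since both spans lie in a known introgression and the outcome was fixed by that. This keeps the correlation of neighbouring windows. The 158 clusters of 22-nt siRNAs that the paper's Supplementary Table 5 lists as raised in *TPD* pollen were placed by their midpoints, and their overlap with the intervals was tested by shifting the intervals together, one-sided. That table was taken to be in W22 coordinates because its gene identifiers are those of W22. Windows outside the intervals with fewer than 100 SNPs were screened against the mean of up to 20 windows on each side, with Bonferroni adjustment over 2012 windows. The other 15 windows outside the intervals, with 100 or more SNPs, were not screened.

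The interval rule, a span test with placements over the genome and the overlap test were tested on simulated data over the 2127 chromosomal windows. All 300 planted intervals were recovered with exact ends and 0 others were called. Of 50 random spans, 4 had a p under 0.05, against 50 of 50 spans in planted intervals. Planted windows had means above the threshold with little scatter, so the outcomes for planted intervals were fixed in advance. They do not show how the rule treats low windows, such as those of 862 to 981 SNPs on chromosome 5. Of 50 random cluster sets, 2 had a p under 0.05, against 50 of 50 enriched sets. The enriched sets had a larger share of clusters inside than the 13 of 156 observed, so a smaller excess may be missed. The test of the inversion within its interval was run on 21 simulated independent windows, with a p under 0.05 in 0 of 50 draws with no difference and in 9, 25 and 47 of 50 draws with the span raised by 1, 2 and 3.33 SD of the windows. These sizes were arbitrary, and a difference of 2 SD or less was often missed. The negative binomial screen called a window in 4 of 50 simulated sets of 2012 windows with none planted and called a planted count of 60 in 50 of 50. Alternatives covered the threshold, the gap, the number of called windows, the windows and placements of the tests and the clusters counted.

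The loci named were those with W22 coordinates in the paper's text or in Supplementary Table 5, all intervals, and the 10 windows with the most SNPs. Genes that the paper ties to intervals without W22 coordinates (*Dcl2*, *Bt1*, *Y1*, *Rgd1*, *Rdm1* and the *Ago* genes) were not placed, since no W22 genome or annotation was used here. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.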

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

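The tests in this part were chosen after the counts were seen. Of the 2027 windows outside the called intervals, the 2012 with fewer than 100 SNPs were screened. The other 15, with 114 to 2135 SNPs, were not. Among those screened, 5 windows held more SNPs than a Poisson draw at the mean of their neighbouring windows allows (Bonferroni-adjusted p of at most 0.0253), in places for which the paper's text gives no coordinates of an introgression. The paper's main text names peaks on 5S, 6S and 6L without coordinates. Its supplement labels the *Tpd2* and *Rgd1* intervals of chromosome 6 with numbers whose unit it does not state. Neither label is tied to a named peak, so the window on chromosome 6 is not excluded from these peaks. On chromosome 10, the windows from 12000001 and from 13000001 held 49 and 33 SNPs against local means of 3.25 and 3.67, and the window from 21000001 held 21 SNPs against 3.73. These lie more than 100 Mb from the interval of that chromosome. The window of chromosome 6 from 168000001 held 15 SNPs against 1.35, and that of chromosome 2 from 231000001 held 12 against 2.5, each 2 Mb from an interval.

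Counts outside the intervals were more scattered than a Poisson draw, with a variance of 2.69 times the mean. With that spread in a negative binomial draw, the pair at 12 to 14 Mb of chromosome 10 remained raised (larger adjusted p = 0.00851), which argues against chance scatter of single SNPs there. The other raised windows did not, with a smallest adjusted p of 1, so chance scatter and a local signal cannot be told apart for them at these counts. The spread was computed with the raised windows included. On chromosome 10 the local means also took in neighbouring raised windows. Both make a window harder to call raised. For the pair on chromosome 10, a short piece of *mexicana* sequence may be present, but a difference between the W22 stock and the W22 reference, or reads of repeated sequence aligned to the wrong copy, would leave the same trace. These were not tested, as the table holds no positions, alleles or depth, and no biological explanation was tested.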

How the results depend on the processing

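The alternatives were set before the data were examined, except the threshold of 10 SNPs per 100 kb, the backcross expectation for fixed sequence, the extent of the interval holding the *Tpd1* hairpin and the test of the inversion within the interval at 50 SNPs per 100 kb, which were chosen after seeing the data. No tested difference changed direction, but the order of the chromosome 5S and *Tpd2* intervals by mean density, which was not tested, depended on the threshold. The number of SNPs was 264939 when only windows inside the intervals were counted. The number of intervals stayed between 8 and 11 except with 5 called windows required, where it was 6, since intervals with fewer called windows were then left out.

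The *Tpd1* interval was defined beforehand as the one holding the inversion, and its extent depended on whether the low windows from 105000001 to 110000000 were called or bridged. In the setting reported they split the region, and the piece with the inversion was 21 Mb with 3250 SNPs per Mb. At 200 SNPs per 100 kb that piece was 17 Mb with 3716 SNPs per Mb. In both settings the *Tpd1* hairpin lay in the other piece, from 80000001 to 105000000, which was 25 Mb with 3329 SNPs per Mb. A single interval of 51 Mb with 3062 SNPs per Mb held both at 50, 25 and 10 SNPs per 100 kb and with gaps of 5 Mb joined. For *Tpd2*, the chromosome 6 interval nearest the position of the supplement's label was taken. The label was read in Mb, a unit that the supplement does not state. The *Tpd2* interval was 6 Mb with 2659 SNPs per Mb at 50, 25 and 10 SNPs per 100 kb, and 4 Mb with 3391 at 200. The chromosome 5S interval was 3 Mb at 50 and 4 Mb at 25 and 10 SNPs per 100 kb, and it had no value when 5 called windows were required. The share of the genome in intervals was 5.19% at 50 SNPs per 100 kb and with gaps of 5 Mb joined, 3.30% at 200, 5.33% at 25, 5.42% at 10, 4.76% with 1 called window and 4.20% with 5. All of these follow from which windows the setting calls or joins. Set beside the mean share fixed for the donor instead of the mean donor share, the share was 27.6 times the expectation for the line of 8 backcrosses, and for that of 5 backcrosses 4.02 times with 2 selfings and 3.45 times with 3. The share of SNPs on chromosomes 5 and 6 was 81.7% inside the intervals. The density at the *Tpd1* hairpin was 3731 SNPs in 1 Mb centred on it, which assumes even spacing of SNPs within each window.

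The test of the inversion within its interval had p = 0.619 (exact circular-shift test), 0.810 with the median and 0.490 within the interval at 50 SNPs per 100 kb. No window of the interval was empty, so the filter on empty windows moved nothing. Without the 1 Mb next to the interval's ends there were 19 placements, with a smallest possible p of 0.0526, so that alternative decides nothing. The overlap of 22-nt siRNA clusters with the intervals had p = 0.0705 (exact circular-shift test) and passed 0.05 in 2 alternatives, with p = 0.0428 when 5 called windows were required and p = 0.0108 without the PIF/Harbinger clusters. The cause was not tested. Over its alternatives this p lay between 0.0108 and 0.161.

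Other window widths were not run, since the table gives 1-Mb counts. Intervals shared between the lines, and the overlap that counts as shared, were not run, since the table does not separate the lines. No paired analysis was possible because the pools that carry replicate numbers were not analysed here and the SNP table has 1 column. With no read depth in the table, windows with few callable bases look the same as windows with few differences.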

Differences from the paper's values

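The *Tpd2* interval read from SNP counts was 5 Mb, and the paper's *Tpd2* interval is 1.5 Mb. The paper placed its interval by genetic mapping, so that the lengths are of different quantities. With the alternatives set before the data were examined the length was 4 to 6 Mb, and none of them came within 1.5 times of the paper's.

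The other 4 values compared, the number of SNPs, the number of intervals and the lengths of the chromosome 5S interval and of the inversion, did not differ from the paper's by more than 1.5 times in the settings reported. The deposited table held 279947 SNPs and the paper's number is 408031, so that the table holds 68.6% of it. Counting only windows inside the intervals, 264939 SNPs, brings the ratio above 1.5. The interval rule gave 10 intervals and the paper's number is 13, which none of the settings run reached. The numbers of 8 at 200 SNPs per 100 kb and 6 with 5 called windows required differ from it by more than 1.5 times. For the chromosome 5S interval the paper gives 1.9 Mb, and the length was 2 Mb at 100 and 200 SNPs per 100 kb, but 3 Mb at 50 and 4 Mb at 25. The inversion spans 9.57 Mb between the W22 coordinates that the paper gives, and the paper's length for it is 13 Mb. The paper's text does not say in which of the compared genomes that length was taken.

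The paper places the highest SNP densities in *Tpd1* and *Tpd2*. The highest windows followed that order, with 6037 SNPs in the *Tpd1* region and 4233 in the *Tpd2* interval against 4021 in the chromosome 5S interval. By the mean over the interval, the order of the chromosome 5S and *Tpd2* intervals depended on the threshold. The chromosome 5S interval had 3214 SNPs per Mb against 3039 for *Tpd2* at 100 SNPs per 100 kb, where both of its windows (2406 and 4021 SNPs) lay within the range of the *Tpd2* windows (1630 to 4233). It was below *Tpd2* at the other thresholds, with 2312 against 2659 at 50, 1845 against 2659 at 25 and 10, and 3214 against 3391 at 200.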

Other observations

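The counts at *Tdr1* and the hairpin, the overlap of 22-nt siRNA clusters and the share of the genome in intervals were planned. The tests of explanations in this part, apart from that of the clusters, were chosen after the counts were seen, and each explanation is a hypothesis.

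*Tdr1*, which Supplementary Table 5 places at 40016604 to 40019259 of W22 chromosome 5, lay in a window with 1 SNP, in neither of the regions of raised counts of that chromosome. The *Tpd1* hairpin clusters at 94365859 to 94368624 and 94369745 to 94372510 lay in a window with 3963 SNPs. The upper 95% Poisson limit of the *Tdr1* window is 5.57 SNPs, whereas 100 kb at the mean density of the *Tpd1* region would give 306, which argues against a *mexicana* stretch of 100 kb or more at *Tdr1*. With SNPs evenly spaced, that limit corresponds to 1.82 kb at the mean density of the *Tpd1* region and 6.46 kb at the density of its lowest window. A stretch of a few kb, or one with fewer differences from W22 than these windows, stays open. *Tdr1* lies 40.0 Mb from the *Tpd1* region and 18.0 Mb from the stretch on chromosome 5S.

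Of the 158 clusters of 22-nt siRNAs that the paper lists as raised in *TPD* pollen, 156 lay on chromosomes, and 13 of these (8.33%) lay in the intervals against a mean of 7.33 over all shifts (exact circular-shift test, one-sided, p = 0.0705). By W22 position the other clusters lay outside the intervals. The pollen came from plants of later backcross generations than these lines. A position on W22 also cannot show whether reads of a repeated sequence came from a *mexicana* copy. Whether the clusters arise mainly from *mexicana* sequence in the intervals cannot be decided from these positions. Without the PIF/Harbinger clusters, 12 of 87 lay inside (same exact test, p = 0.0108), and without the hairpin clusters 11 of 152 did (p = 0.161). A modest excess within the intervals therefore stays open.

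Within the long stretch of chromosome 5, the longest run of windows under 0.5 times its mean comprised 9 windows from 105000001 to 114000000, which held 1085 ± 197 SNPs (SD over windows), against 3329 ± 1080 in the 25 windows before them and 3716 ± 1008 in the 17 after. If W22 sequence had returned there by recombination over a whole window in each line that the table holds, counts near 1 would appear, but the lowest was 862. A return in 1 of 2 lines stays open, since the table does not separate them. Fewer callable bases under the mapping quality filter, and *mexicana* sequence closer to W22, may each give such a drop and stay open, since the table has no depth. By contrast, breaks down to a few SNPs did occur in other runs, with 4 such windows from 221000001 to 225000000 of chromosome 3 and 1 on chromosome 6.

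Among windows with fewer than 100 SNPs, mean counts were higher in the middle of chromosomes 1 and 4 than towards the ends. When each chromosome was divided by length into 3 equal parts, these windows held 4.07 ± 2.63 SNPs (SD over windows) in the middle part of chromosome 1 against 1.51 ± 1.40 in its outer parts, and 3.29 ± 2.07 against 2.31 ± 2.13 on chromosome 4. When the middle part was shifted to each window of its chromosome, which keeps the correlation of neighbouring windows, differences as large arose in 31 of 311 placements on chromosome 1 (exact circular-shift test, two-sided, p = 0.0997) and 174 of 255 on chromosome 4 (same exact test, p = 0.682). Adjusted by Benjamini-Hochberg over the 10 chromosomes these were 0.793 and 0.839, so the raised counts were not shown to be tied to the middle part. The middle part was above the outer parts in 4 of 10 chromosomes, with ratios from 0.499 on chromosome 2 to 2.69 on chromosome 1. Whether unreliable alignment in repeats around centromeres raised these counts stays open, as the positions of the centromeres and repeats were not measured here. A fixed *mexicana* introgression is argued against by the highest count of 12 in the middle parts of chromosomes 1 and 4. A difference between the W22 stock used and the W22 reference may explain the raised counts, and was not tested.

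The deposited total is below the number in the paper's text. If the table held each interval that the paper counted over both lines, a setting with 13 intervals might be found, and the most found was 11. Because the paper's own rule is not known, a table of 1 line and a table of both lines under another rule cannot be told apart. Nor is it known whether the check of the markers against the *TPD* assembly, made from the line of 8 backcrosses, changed the count.

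Without selection, the mean donor share, as planned for comparison, is 0.195% after 8 backcrosses and 1.56% after 5, and the intervals covered 4.71%, or 24.1 and 3.02 times those shares. The table holds fixed SNPs only, and the mean share fixed for the donor is lower, 0.171% after 8 backcrosses and 3 selfings, and after 5 backcrosses 1.17% with 2 selfings or 1.37% with 3. The intervals covered 27.6, 4.02 and 3.45 times these shares. Without the *Tpd1* region 2.55% remained. Over the settings run this share was 2.03% to 3.02%, above each of these means, except at 200 SNPs per 100 kb, where it was 1.32%, above the fixed share for 5 backcrosses with 2 selfings and below that with 3. The spread of the share between lines was not computed, and whether the table holds a single line or both is not known. Each mean above is for a single line, and none was computed for both lines together. Whether the *Tpd1* region alone explains the excess therefore stays open. Drive or selection on the other intervals, as the paper proposes, and chance in lines descending from few plants stay open. No test here separates them.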
